# Differential translation elongation directs protein synthesis in response to acute glucose deprivation in yeast

**DOI:** 10.1080/15476286.2022.2065784

**Published:** 2022-05-01

**Authors:** Anna R. Guzikowski, Alex T. Harvey, Jingxiao Zhang, Shihui Zhu, Kyle Begovich, Molly H. Cohn, James E. Wilhelm, Brian M. Zid

**Keywords:** Translation regulation, ribosome profiling, glucose starvation, translation elongation, ribosome runoff

## Abstract

Protein synthesis is energetically expensive and its rate is influenced by factors such as cell type and environment. Suppression of translation is a canonical response to stressful changes in the cellular environment. In particular, inhibition of the initiation step of translation has been highlighted as the key control step in stress-induced translational suppression as mechanisms that quickly suppress initiation are well-conserved. However, cells have evolved complex regulatory means to control translation apart from initiation. Here, we examine the role of the elongation step of translation in yeast subjected to acute glucose deprivation. The use of ribosome profiling and *in vivo* reporter assays demonstrated elongation rates slow progressively following glucose removal. We observed that ribosome distribution broadly shifts towards the downstream ends of transcripts after both acute and gradual glucose deprivation but not in response to other stressors. Additionally, on assessed mRNAs, a correlation existed between ribosome occupancy and protein production pre-stress but was lost after stress. These results indicate that stress-induced elongation regulation causes ribosomes to slow down and build up on a considerable proportion of the transcriptome in response to glucose withdrawal. Finally, we report ribosomes that built up along transcripts are competent to resume elongation and complete protein synthesis after readdition of glucose to starved cells. This suggests that yeast has evolved mechanisms to slow translation elongation in response to glucose starvation which do not preclude continuation of protein production from those ribosomes, thereby averting a need for new initiation events to take place to synthesize proteins.

**Abbreviations:** AUG: start codon, bp: base pair(s), CDS: coding sequence, CHX: cycloheximide, eEF2: eukaryotic elongation factor 2, LTM: lactimidomycin, nt: nucleotide, PGK1: 3-phosphoglycerate kinase, ribosomal biogenesis: ribi, RO: ribosome occupancy, RPF: ribosome protected fragment, TE: translational efficiency

## Introduction

Unicellular organisms, such as the budding yeast *Saccharomyces cerevisiae,* divide quickly when environmental conditions are favourable, including under standard laboratory conditions where yeast is cultured in glucose-rich liquid media. When glucose levels are high, robust expression of glycolytic mRNAs is well-coordinated [1–3]. This allows yeast to take advantage of favourable conditions, ferment, and divide exponentially. Rapid growth requires a massive investment of cellular energy into new protein synthesis [4]; however, organisms must respond to adverse changes in their environment and adapt gene expression programmes to survive stress [5].

An important component of the response to new environmental stress is regulation and reduction of protein synthesis from pre-existing cytoplasmic mRNAs [6]. Logically, reduced translation tends to follow acute stress because the existing transcriptome is no longer programmed for survival under current conditions. In addition, reducing translation from mRNAs encoding proteins that facilitate growth is prudent at the onset of severe stress as it circumvents the time required for nuclear changes in transcription to impact gene expression. Lowering translation also reduces energy consumption and is therefore considered a general hallmark of post-transcriptional gene regulation when dividing cells encounter stress.

Decades of research have parsed mechanisms that limit protein synthesis in response to acute stresses [7]. A great deal has focused on initiation as it is reported to be rate-limiting during growth [6, 8, 9]. Less attention has been focused on other steps of translation, although it is becoming increasingly appreciated that cells have evolved regulatory steps to modulate translation during stress that extend beyond initiation-based mechanisms. For example, eEF2, the protein that catalyzes GTP-dependent ribosome translocation during the elongation step of protein synthesis, has been shown to be phosphorylated in response to acute hyperosmotic and oxidative stresses in yeasts [10–12]. Phosphorylation reduces eEF2 activity, thereby attenuating elongation and protein production generally [13, 14]. Mammalian systems rely on eEF2 phosphorylation via eEF2 kinase to adapt to nutrient deprivation and ribosomal stress [15–17]. In response to the stress of heat shock, researchers have shown that mammalian and yeast cells globally accumulate ribosomes close to their start codons, approximately 60–100 nucleotides downstream of the translation start site. This result suggests these ribosomes successfully initiated but were slowed early in elongation, resulting in a build-up of very slow or stalled translation machinery [18, 19,20,]. Here, we employ the stress of acute glucose starvation in exponentially dividing, log phase yeast to characterize how elongation is regulated temporally in response to acute glucose removal and subsequent recovery.

Abrupt glucose deprivation is a particularly arduous stress for log phase yeast to face because glucose is their preferred carbon source and a key substrate in fermentative growth [21, 22]. Relatedly, understanding how simpler eukaryotic organisms have evolved to confront glucose starvation is relevant to understanding complex human diseases such as diabetes and cancer [23–25]. While it has been reported that there is extensive cessation of S^35^ methionine incorporation after 10 min of glucose starvation in yeast, researchers have also observed housekeeping mRNAs remain engaged in polysomes at both a relative and an absolute level [26, 27]. For example, ribosomes remain bound to the coding sequence (CDS) of the essential glycolytic gene *PGK1* after 10 and 15 min of glucose starvation [27, 28]. As glucose starvation leads to an extensive reduction in initiation [9, 21], this result strongly implies that elongation does not take place at pre-stress rates. If elongation did not slow, we would expect to see ribosomes run off the 1,251 nt *PGK1* CDS after approximately 3 min as the basal elongation rate of log phase yeast is reported to range between 3 and 10 amino acids per second [29, 30]. Importantly, this result seems at odds with a common narrative that ribosomes runoff mRNAs in response to severe stress. Runoff is highlighted as a crucial early step in a process that sequesters abundant, pro-growth, and pre-existing mRNAs into phase-separated granules such as stress granules [31–33]. This narrative is well-founded because ribosome runoff does occur as evidenced by the large collapse in the polysome repeatedly shown to take place on the timescale of minutes in glucose-starved yeast [21, 26, 28, 34]. *PGK1ʹ*s continued high ribosome occupancy (RO) observed concurrently with polysome collapse indicates ribosome runoff must be heterogeneous for both observations to take place at the same time. Therefore, a gene expression programme dependent on differential translation elongation may play a key role in regulating protein synthesis following glucose starvation and explain, at least in part, why some ribosomes run off transcripts and some remain bound to them.

Intrigued by this observation of heterogeneous ribosome behavior, we sought to better understand how yeast regulates protein synthesis and alters ribosome-mRNA interactions in the initial minutes following glucose starvation. In this article, we focused not only on general levels of engagement but also where ribosomes bind on mRNAs. We found that glucose starvation causes ribosomes to accumulate downstream on the 3’ ends of many mRNAs. This coincides with a progressively slower rate of elongation, a result we validated with *in vivo* approaches. Strikingly, this accumulation is not observed in response to other stresses. We also explored protein synthesis in log phase and glucose starvation conditions to further support our measurements of slowed elongation and observed that the extent of ribosome engagement on a transcript is not sufficient to predict differences in protein synthesis between pre- and post-stress conditions. Finally, we propose ribosomes that build up on transcripts can resume elongation following glucose readdition. Furthermore, successful protein synthesis can be observed from these re-engaged ribosomes independent of newly initiated ones.

## Results

### Glucose starvation shifts ribosome distribution along mRNAs

Ribosome profiling is a sequencing technique that isolates fragments of mRNAs bound by ribosomes which are turned into sequencing libraries. It is common for researchers to prepare ribosome profiling and traditional RNA-seq libraries from the same sample to calculate RO on a gene-by-gene basis and compare changes between samples and conditions. Such changes are traditionally ascribed as alterations in translational efficiency (TE) for a given gene [35–40]. However, analysis of the distribution and movements of ribosomes along transcripts at nucleotide resolution can provide deeper insight into translational regulation compared to simply considering RO changes. Using ribosome profiling, we first examined the distribution of reads, known as ribosome-protected fragments (RPFs), along mRNAs that have important roles in glycolysis and growth of a similar or longer length to the 1,251nt *PGK1* transcript (Figure 1a). 

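RPFs were sequenced from BY4741 cells, a haploid laboratory strain of mating type a, in log phase and after 15 min without glucose, with 2 replicates each. Cycloheximide (CHX), a drug that halts ribosomes on the mRNA, was added 1 min before harvest, and the fragments were polyadenylated to make the libraries. The labels give rRNA removal for each of these libraries except replicate 2 of the starved cells. For every library the authors deposited the raw number of RPF reads per gene, counted with htseq-count on R64 gene features, and a polarity score per gene. The polarity score runs from -1, with all reads at the 5' end, to 1, with all reads at the 3' end, and carries no normalization between libraries. The libraries held 4273703 and 5170260 RPF reads in log phase and 2000513 and 1862525 in starvation. Counts were compared with edgeR's quasi-likelihood test after TMM normalization, over 5090 genes that passed its filter on low counts. Polarity scores were compared with limma over 3979 genes with more than 25 reads in all 4 libraries. These tests left out the replicate numbers, which pair the libraries, and values with the number as a block are given where it changed a call or moved a count strongly. A change in counts is relative to the other genes, since these libraries hold no spike-in values. In data simulated from these libraries, the count test found 85.5% of 4-fold and 13.0% of 2-fold changes, and 6.62% of its calls were false. The polarity test found 88.6% of simulated shifts of 0.4 and 18.5% of shifts of 0.2, and 8.30% of its calls were false. These simulations shifted a small part of the genes, as many up as down. In the real libraries 89.9% of genes had a higher score in starvation, so the polarity rates need not hold for them.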

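PGK1 (YCR012W) encodes the glycolytic enzyme phosphoglycerate kinase and lies on chromosome III of R64 from 137746 to 138996, with 1 coding exon. It held 9566 ± 3050 CPM (RPF counts scaled to library size) in log phase and 16465 ± 8428 after 15 min of glucose starvation (SD, n = 2 libraries each), a log2 fold change of 0.78 (standard error 0.542, adjusted p = 0.353 from edgeR's quasi-likelihood test). CDC19 (YAL038W, chromosome I, 71786 to 73288), the gene of pyruvate kinase, held 18074 ± 4531 and 19931 ± 7658 CPM, a log2 fold change of 0.14 (standard error 0.510, adjusted p = 0.868 from edgeR). For PDC1 (YLR044C, chromosome XII, 232390 to 234081), which encodes pyruvate decarboxylase, the log2 fold change was 0.32 (standard error 0.526, adjusted p = 0.700 from edgeR). PFK1 (YGR240C, chromosome VII, 970771 to 973734), the gene of a phosphofructokinase subunit, had a log2 fold change of 0.46 (adjusted p = 0.392 from edgeR). PGI1 (YBR196C, chromosome II, 612236 to 613900), which encodes glucose-6-phosphate isomerase, had one of 0.41 (adjusted p = 0.496 from edgeR). PAB1 (YER165W, chromosome V, 510373 to 512106), the gene of the poly(A)-binding protein, had a log2 fold change of -0.56 (adjusted p = 0.314 from edgeR) and still held 1671 ± 487 CPM in starvation (SD, n = 2). None of these genes passed the test. The counts are sums over each gene and do not give the position of a read.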

Ribosomes are bound to the entire length of these mRNAs in log phase and after 15 min of glucose starvation. This indicates elongation is regulated in a way where ribosome runoff is not ubiquitous. If runoff were ubiquitous as a result of unaltered ribosome transit rate, we would expect pre-existing transcripts of this length to be largely or completely devoid of ribosomes given that new initiation and aggregate protein synthesis are markedly reduced genome-wide [9, 21].

**Figure 1.**
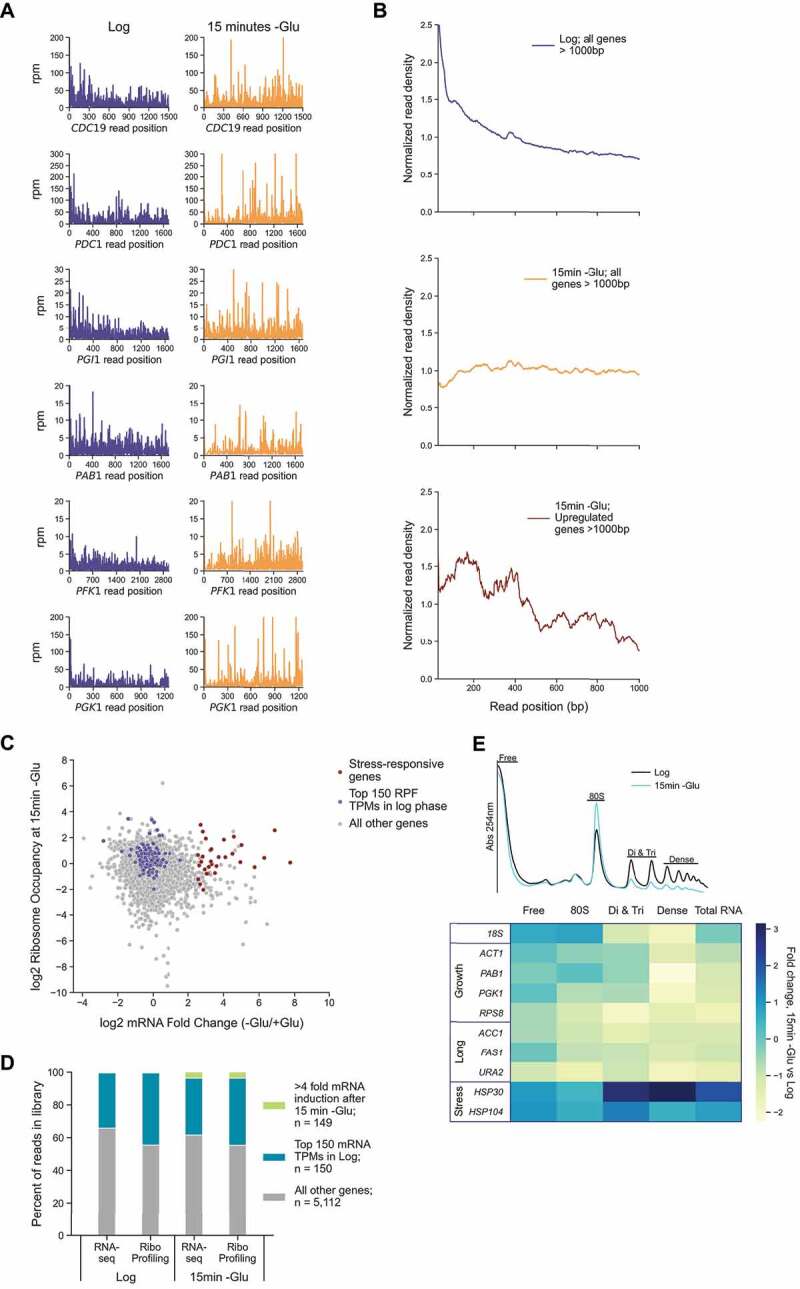
Glucose starvation alters ribosome engagement on mRNAs.

**A**: RPF reads per million (rpm) by nucleotide position for the indicated genes during log phase (purple traces; left) and after 15 min of glucose starvation (orange traces; right). **B**: Normalized read density plots for indicated gene categories in log phase (purple line; top) and after 15 min of glucose starvation (orange line; middle and red line; bottom, respectively). To generate read density plots, the aggregate number of reads per single nucleotide position across all genes >1,000 nt with >25 reads per gene per library were included and normalized by read depth to enable inter-library comparison. **C**: Plot of log2 RO calculated as RPF reads divided by mRNA reads per gene in glucose starvation conditions against log2 mRNA induction after 15 min of glucose starvation. Abundant log phase genes (purple markers) were the 150 transcripts with the highest mean TPM scores in two replicate ribosome profiling libraries. TPM = transcripts per million. For both **B** and **C**, genes with mRNA log2 fold change > 2.5 and RO log2 fold change > 0.09 were classified as upregulated in response to glucose starvation. **D**: Percentage of all reads in the indicated libraries by category. 149 genes had >4-fold increase in mRNA reads after 15 min of glucose starvation compared to log phase (green bars). Abundant log phase mRNAs (blue bars) were the 150 mRNAs with the highest mean TPM scores in two replicate RNA-seq libraries. There is substantial overlap between the top 150 RFP TPM genes in **C** (purple markers) and the top 150 mRNA TPM genes in **D** (green bar) with 123 shared. **E**: Traces of polysome fractionation gradients showing what fractions were combined (top panel). Pooled fractions underwent RNA extraction and RT-qPCR for the indicated genes to quantify the changes in transcript abundance in each fraction after 15 min of glucose starvation and log phase (bottom panel). An exogenous, spike-in RNA was used to quantify relative abundance in each pool and the fold change in RNA level was assessed by ∆∆Ct analysis.

We were struck by the shift in the pattern of RPF reads along these genes from the upstream 5’ end in log phase towards the downstream 3’ end during stress. 

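CDC19, the pyruvate kinase gene, had a polarity score of -0.191 ± 0.0626 in log phase and 0.124 ± 0.0671 after 15 min of starvation (SD, n = 2 libraries each), a rise of 0.314 (standard error 0.0716, adjusted p = 0.0171 from limma). PFK1 went from -0.178 ± 0.0467 to 0.136 ± 0.0236 (standard error of the difference 0.0555, adjusted p = 0.0128 from limma). PDC1 rose by 0.287 (adjusted p = 0.0196 from limma), PGI1 by 0.245 (adjusted p = 0.0180) and PGK1 by 0.207 (standard error 0.0646, adjusted p = 0.0391). PAB1 rose from -0.0863 ± 0.00235 to 0.194 ± 0.0449 (adjusted p = 0.0130 from limma). Of 20 genes of glycolysis and fermentation, 10 were higher and 0 lower by limma (10 higher when adjusted over the list alone), with a median change of 0.203. As a group they did not differ from the other genes (camera's adjusted p = 0.805, and adjusted p = 0.896 with an estimated correlation). With log phase replicate 1 or replicate 2 left out, none of the 6 genes named here passed the test, and PGK1 then had an adjusted p of 0.160 or 0.322. PGK1 also missed the threshold when genes with over 10 reads in every library were tested (adjusted p = 0.0506 from limma).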

Plotting the distribution of read density along thousands of yeast transcripts revealed a general shift away from the start codon when compared to log phase. This indicates strong repression of translation initiation (Figure 1b; top and middle panels). This more general increase in downstream read distribution further supports the notion that ribosome runoff is heterogeneous, given that polysome collapse also occurs in glucose starvation conditions. 

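Most genes longer than 4000 nt gained polarity. Of 172 genes longer than 4000 nt, 158 had a higher polarity score after 15 min of starvation and 0 a lower one (163 higher when adjusted over the list alone), with a median change of 0.312 against 0.185 over all genes tested (camera's adjusted p = 1.4e-13, and adjusted p = 0.293 with an estimated correlation). BLM10, which encodes a proteasome activator, rose by 0.374 and IRA1, which encodes an inhibitor of Ras, by 0.327 (adjusted p = 0.0128 each from limma). Of 39 genes of amino acid biosynthesis, HIS1 and ILV3 among them, 31 were higher and 0 lower (34 higher when adjusted over the list alone), with a median change of 0.263 (camera's adjusted p = 0.00108, and adjusted p = 0.438 with an estimated correlation). Fatty acid and sterol synthesis had 24 of 29 genes higher, ERG11 and FAS2 among them, and 0 lower (28 higher when adjusted over the list alone; camera's adjusted p = 9.0e-04, and adjusted p = 0.438 with an estimated correlation). Of 125 ribosome biogenesis genes, which build the ribosome, 84 were higher and 2 lower (91 and 2 when adjusted over the list alone), with a median change of 0.223 (camera's adjusted p = 0.00353, and adjusted p = 0.438 with an estimated correlation). NOG1, a GTPase gene of this group, rose by 0.435. Of 137 genes of cytosolic ribosomal proteins, 50 were higher and 0 lower (45 when adjusted over the list alone), with a median of 0.159 (camera's adjusted p = 0.226, and adjusted p = 0.863 with an estimated correlation). With the replicate block 82 of them were higher and 2 lower (the same counts when adjusted over the list alone; camera's adjusted p = 0.455, and adjusted p = 0.923 with an estimated correlation). Of 45 genes of respiration and the TCA cycle 9 were higher, KGD1 among them, and 0 lower (4 higher when adjusted over the list alone), with a median of 0.0490 (camera's adjusted p = 9.8e-05 for a smaller change than other genes, and adjusted p = 0.438 with an estimated correlation). With the block 14 of these were higher and 1 lower (12 and 1 when adjusted over the list alone; camera's adjusted p = 4.7e-05, and adjusted p = 0.757 with an estimated correlation). With either log phase library left out, at most 1 gene of all those tested passed limma's test.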

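HSP30 (YCR021C), on chromosome III from 156109 to 157107 with 1 coding exon, encodes a stress protein of the plasma membrane. Its RPF counts rose from 2.93 ± 0.915 CPM in log phase to 558 ± 367 after 15 min of starvation (SD, n = 2 libraries each), a log2 fold change of 7.53 (standard error 0.652, adjusted p = 0.00267 from edgeR). HSP104 (YLL026W, chromosome XII, 88623 to 91349), whose protein pulls aggregated proteins apart, rose from 214 ± 114 to 2485 ± 979 CPM (log2 fold change 3.54, standard error 0.531, adjusted p = 0.0163 from edgeR). TMA10 (YLR327C, chromosome XII, 783127 to 783387), whose protein associates with ribosomes, rose by 8.47 on the log2 scale (standard error 0.515, adjusted p = 0.00210), the largest rise among genes with at least 20 CPM. EGO4, RGI1, ISF1, SPG4, ROQ1 and YNL194C rose by 6.11 to 8.01. EGO4 had 0 and 8 reads in the log phase libraries, and without replicate 2 its value was 12.2, against 0 reads and above the highest value of TMA10 with 1 library left out (8.85). Of 24 genes of heat shock proteins and chaperones, 11 were higher and 0 lower (14 higher when adjusted over the list alone), with HSP26 at a log2 fold change of 4.68 and HSP12 at 4.23. Their median was 1.75 (camera's adjusted p = 2.7e-12, and adjusted p = 0.488 with an estimated correlation). Of 25 genes of the general stress response, targets of the factors Msn2 and Msn4, 18 were higher and 0 lower (21 higher when adjusted over the list alone), DDR2, PNC1, RTN2 and the catalase gene CTT1 first among them. Their median was 2.16 (camera's adjusted p = 2.3e-15, and adjusted p = 0.411 with an estimated correlation). Genes for growth on other carbon sources rose as well. Of 12 genes of gluconeogenesis, the glyoxylate cycle and ethanol use, 8 were higher and 0 lower (10 higher when adjusted over the list alone), with JEN1, a lactate transporter gene, at 4.79 (camera's adjusted p = 3.3e-09, and adjusted p = 0.411 with an estimated correlation). Of 9 hexose transporter genes, 5 were higher and 0 lower (7 higher when adjusted over the list alone), with HXT7 at 3.02 (camera's adjusted p = 8.9e-06, and adjusted p = 0.488 with an estimated correlation). Over all genes, 393 were higher and 251 lower, and with the replicate number as a block 840 were higher and 752 lower. Of the hexose transporter genes 8 were then higher and 0 lower (8 higher when adjusted over the list alone; camera's adjusted p = 2.6e-05, and adjusted p = 0.479 with an estimated correlation). Without the block and without log phase replicate 1 the counts over all genes were 210 and 113, and without starvation replicate 2 they were 145 and 21.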

Importantly, a group of stress-induced genes known to be upregulated transcriptionally and translationally mirror the distribution pattern observed during log phase (Figure 1b; bottom panel). These stress-responsive genes, mostly heat shock proteins, display a decreasing or negative ramp of distribution reported to be characteristic of well-translated genes [41]. These stress-induced genes evade the general halt in initiation that occurs during glucose starvation and demonstrate induction of a stress response.

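HSP104 had a polarity score of -0.00245 ± 0.00684 in log phase and -0.227 ± 0.0516 after 15 min of starvation (SD, n = 2 libraries each), a fall against the general rise (difference -0.224, standard error 0.0526, adjusted p = 0.0182 from limma). HSP78, which encodes a mitochondrial chaperone, fell from -0.0960 ± 0.00115 to -0.317 ± 0.0447 (adjusted p = 0.0210 from limma). BTN2, whose protein sorts misfolded proteins, fell by 0.209 (standard error 0.0522, adjusted p = 0.0208 from limma). SBA1, a co-chaperone gene, changed by -0.166 (adjusted p = 0.0477 from limma) from a score well above 0. Other chaperone genes rose, among them SSA2 by 0.469 (standard error 0.0520, adjusted p = 0.0128 from limma), SSE1 by 0.302, HSC82 by 0.275 and HSP60 by 0.265. Of 22 genes of heat shock proteins and chaperones, 5 were higher and 3 lower (the same counts when adjusted over the list alone), with a median change of 0.0725. Their change was smaller than that of other genes (camera's adjusted p = 4.2e-04, and adjusted p = 0.350 with an estimated correlation). Of 13 general stress response genes, NTH1 was higher and none was lower (0 when adjusted over the list alone), with a median of 0.0954 (camera's adjusted p = 0.00581, and adjusted p = 0.350 with an estimated correlation). With the replicate block 5 of these were higher and 1 lower (the same counts when adjusted over the list alone; camera's adjusted p = 0.00608, and adjusted p = 0.757 with an estimated correlation). HXT2, a hexose transporter gene, fell by 0.164 (adjusted p = 0.0437 from limma). Without log phase replicate 1 the falls of HSP104 and HSP78 had adjusted p of 0.143 and 0.156, and without replicate 2 of 0.154 and 0.156, while their direction stayed. SBA1 and HXT2 missed the threshold under these leave-outs too, and HXT2 also without starvation replicate 1 (adjusted p = 0.0542 from limma). With over 10 reads in every library SBA1 and HXT2 had adjusted p of 0.0540 and 0.0510.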

We next assessed whether this small group of stress-responsive genes, which are uniquely upregulated in response to stress, have greater RO values after 15 min of glucose starvation compared to the rest of the transcriptome. If genes that are well-translated in log phase underwent massive runoff during stress, we would expect lower occupancy on those transcripts and higher occupancy on upregulated genes. Surprisingly, while transcriptional induction of stress-responsive mRNAs is very high compared to the entire genome, the magnitude of their RO at 15 min starvation did not vary from other genes, including the 150 genes that were most highly engaged with ribosomes during log phase growth (Figure 1c). We also calculated the proportion of pre-existing versus stress-induced mRNAs in our samples (Figure 1d). 

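After 15 min of starvation, 26 genes of the general stress response held 0.410% ± 0.126 of all RPF reads (SD, n = 2 libraries), up from 0.131% ± 0.0102 in log phase. The 24 genes of heat shock proteins and chaperones, of which some are active in log phase, held 2.41% ± 0.475 against 1.45% ± 0.284. Hexose transporter genes held 0.590% ± 0.181 against 0.142% ± 0.0430. The 21 genes of glycolysis and fermentation held 14.8% ± 3.32 against 11.5% ± 1.69. Genes of cytosolic ribosomal proteins went from 19.5% ± 0.211 to 8.32% ± 2.13. No test of these shares was made, and an exact permutation test of 2 libraries against 2 cannot give a p under 0.333. The lists were fixed before the data were examined and are not the genes of Figure 1d, which rest on mRNA reads that were not analysed here.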

Stress-induced transcripts made up a relatively small proportion of libraries after 15 min of starvation. Moreover, the 150 most abundant mRNAs during log phase maintain high RPF and mRNA read counts after 15 min of stress compared to both stress-induced genes and the rest of transcriptome, further highlighting their sustained engagement with ribosomes.

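Among the 150 genes with the highest mean RPF TPM in log phase, 104 encode cytosolic ribosomal proteins, and their summed share of reads fell. They held 17.9% ± 0.202 of all RPF reads in log phase and 7.60% ± 1.99 after 15 min of starvation (SD, n = 2 libraries each), and 32 of them were lower, 0 higher and 72 not called by edgeR. RPL11A (YPR102C, chromosome XVI, 731224 to 731748), whose protein lies in the large subunit, fell by 2.33 on the log2 scale (standard error 0.367, adjusted p = 0.0170 from edgeR), and RPS8A (YBL072C, chromosome II, 88523 to 89125), of the small subunit, fell by 2.57 (standard error 0.576, adjusted p = 0.0380). The other 46 genes, glycolytic genes such as PDC1 and CDC19 among them, held 21.6% ± 2.98 in log phase and 24.0% ± 4.05 in starvation, with 3 higher and 2 lower. Together the 150 genes held 39.5% ± 2.78 of reads and then 31.6% ± 6.04, a difference of -7.86 percentage points (exact permutation test, p = 0.333, the smallest p that 2 libraries against 2 allow). The difference was -12.1 to -3.59 points with 1 library left out. The 150 genes were picked by their values in these same log phase libraries, which by itself favors a later fall. They are not the genes of Figure 1d, which the paper picked by mRNA TPM. Over all 137 genes of cytosolic ribosomal proteins, 46 were lower and 0 higher (93 lower when adjusted over the list alone), with a median log2 fold change of -1.37 (camera's adjusted p = 3.9e-27, and adjusted p = 0.488 with an estimated correlation). With the replicate block 114 were lower and 0 higher (121 lower when adjusted over the list alone; camera's adjusted p = 4.1e-29, and adjusted p = 0.479 with an estimated correlation). Without starvation replicate 2, RPL11A and RPS8A missed the threshold (adjusted p = 0.0522 and 0.112 from edgeR). Reads of such genes can be shared between near-identical copies.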

Next, because ribosome profiling and RNA-seq quantify relative changes in RPF and mRNA abundances, we used polysome profiling to assess absolute changes in ribosome engagement to more rigorously test our hypothesis that high RO on pre-stress mRNAs continues during stress. Polysome profiling was performed on log phase and glucose starved samples, followed by RNA quantification of selected genes with normalization to an exogenous spike-in RNA. Fractions were pooled and five groups were analysed: a total RNA pool, a free RNA pool, a monosome pool, and two polysome fractions made of a combined disome plus trisome pool and, finally, a dense polysome pool (Figure 1f). The concentrations of pro-growth, abundant log phase mRNAs in glucose-starved polysomes were roughly twofold lower than in glucose replete, log phase polysomes. This targeted approach corroborated our ribosome profiling results. While it is evident that some transcripts do undergo runoff and leave the polysome, there is incomplete ribosome runoff during glucose starvation and many transcripts remain in heavier fractions. In addition, the polysome collapses but does not do so completely. If ribosome runoff was a straightforward, universal explanation for how translation is regulated in response to glucose starvation, we would expect the shift of abundant growth genes out of heavier polysomes to be much greater. We also quantified the presence of stress-induced mRNAs and mRNAs longer than 6,000 nucleotides in the various fractions. Considering the median yeast gene length is 1,280 nt, we considered genes more than 6,000 nt extremely long. If elongation remained near the basal rate of 3–10 amino acids per second, we would expect growth genes to shift out of heavier fractions to a greater extent than extremely long genes do because long genes cannot undergo as much runoff following a 15 min starvation timepoint. Our results indicate that long genes and growth genes leave the polysome at similar, modest rates. Our data also agree with previous polysome profiling that showed the continued presence of *PGK1* mRNAs in polysomes during acute glucose starvation [26, 28]. Together, our ribosome profiling and polysome profiling experiments highlight that ribosomes remain engaged with a population of pre-existing mRNAs during glucose starvation.

### Ribosome polarity analyses reveal that changes in ribosome distribution are stress-specific and an increase in downstream ribosome accumulation is unique to glucose stresses

Next, we sought to gain insight into genome-wide ribosome distribution along transcripts and quantify the build-up of ribosomes along mRNAs. To accomplish this, ribosome polarity scores for individual genes were calculated before and after glucose starvation [42, 43] (Figure 2a). Plotting polarity score distribution densities revealed a shift from negative to positive where more ribosomes occupy the 3’ halves of CDSs relative to 5’ halves after 15 min of starvation (Figure 2b). This suggests elongating ribosomes could slow over time and consequently remain bound to mRNAs in downstream regions during glucose starvation.

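RPL11A, a ribosomal protein gene, had among the largest shifts, from -0.461 ± 0.0500 in log phase to 0.147 ± 0.124 after 15 min of starvation (SD, n = 2 libraries each; difference 0.608, standard error 0.0699, adjusted p = 0.0128 from limma). SSB2, which encodes a chaperone of nascent proteins, rose from -0.0520 ± 0.162 to 0.515 ± 0.0553. VHC1, a vacuolar transporter gene, rose by 0.584 and FRE1, a ferric reductase gene, by 0.503. RPS8A rose by 0.586, although its starved libraries differed widely (SD 0.379), and the rise was 0.854 without starvation replicate 1 and 0.318 without replicate 2. RPL11A, SSB2 and RPS8A have near-identical copies, and reads shared between copies can move their scores. ACT1, the actin gene, rose by 0.230 (adjusted p = 0.0209 from limma). The long genes FAS1, URA2 and ACC1, which make fatty acids, pyrimidines and malonyl-CoA, rose by 0.302, 0.269 and 0.215. DHH1 rose by 0.144, which passed with the replicate block but not without it (adjusted p = 0.0175 and 0.134 from limma), and RPS8B changed by -0.0259 (adjusted p = 0.703). The fall of RPA34, a gene of RNA polymerase I, was the largest among genes with at least 100 reads (-0.240, adjusted p = 0.0428 from limma), but it was -0.346 without starvation replicate 1 and -0.134 without replicate 2, and 1 of 4 fits with a library left out passed. In all, 1656 genes were higher and 19 lower by limma (2238 and 48 with the replicate block), and 2134 genes had an unadjusted p under 0.05. The median score over genes went from -0.141 ± 0.00175 to 0.0575 ± 0.00314 (SD, n = 2), a difference of 0.199, and 89.9% of genes were higher (exact permutation test, p = 0.333, the smallest p that 2 libraries against 2 allow). The difference of medians was 0.190 to 0.201 with 1 library left out, but the gene calls rest on the log phase replicates. Without replicate 1 of log phase 0 genes passed in either direction, and without replicate 2, 1 was higher and 0 were lower. Leaving out starvation replicate 1 or 2 gave 145 or 36 genes lower, and of genes with over 100 reads in every library 6 were lower. From the shift towards positive scores, the paper proposes that elongating ribosomes slow over time and stay bound in downstream regions.

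**Figure D1:**
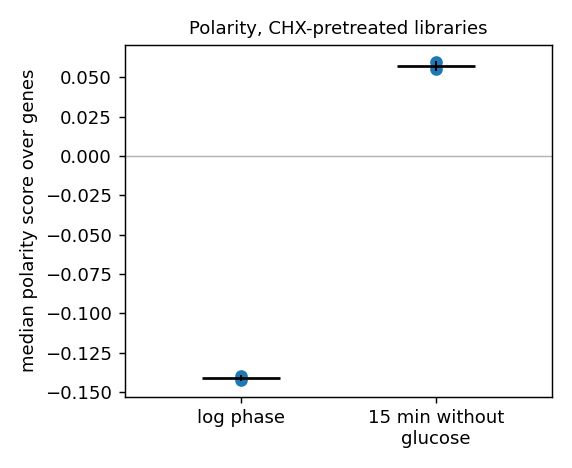
Median polarity score over 3979 genes (y axis, no unit) in each CHX-pretreated library (points), by condition (x axis), with the mean (horizontal line) and SD (vertical line) of 2 replicates. The log phase libraries sit at -0.142 and -0.140 and the starved ones at 0.0597 and 0.0553.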

**Figure 2.**
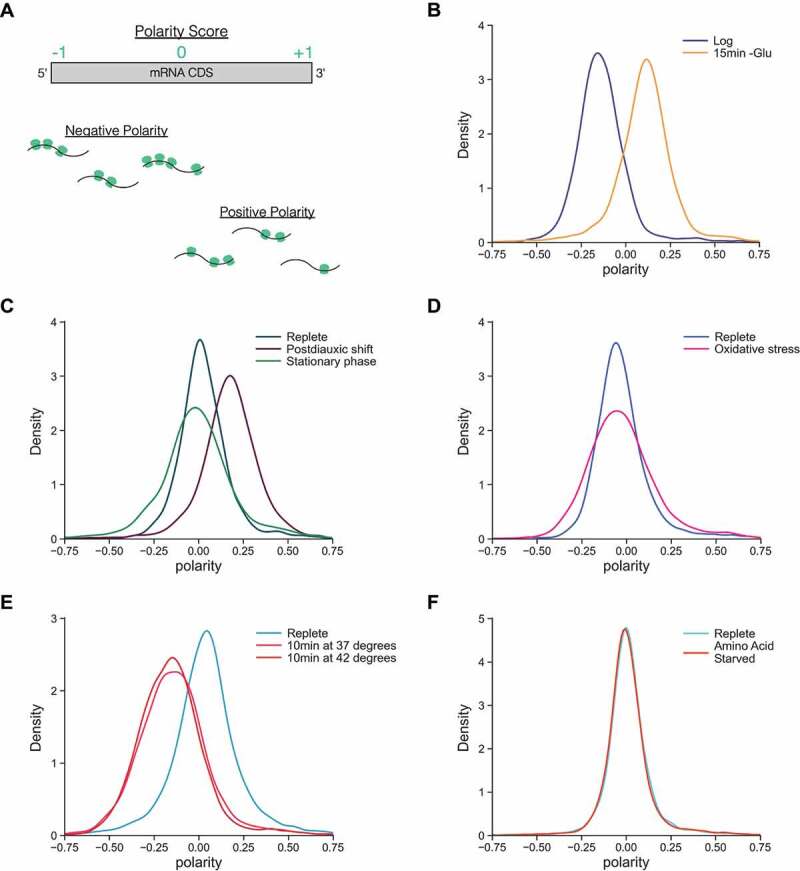
Polarity score analyses of yeast stress response ribosome profiling libraries show effects specific to glucose starvation.

**A**: Schematic and cartoons showing how polarity scores are determined on a per gene basis. RPF reads on the 5’ half of a transcript contribute to negative polarity while reads on the 3’ half of a transcript contribute to positive polarity. **B**: Densities of polarity score distributions from log phase and 15 min acute glucose starvation. **C**: Densities of polarity score distributions from yeast culture in log phase (replete), after 1 day of growth (postdiauxic shift), and after 5 days of growth (stationary phase). **D**: Densities of polarity score distributions from pre- and post-acute oxidative stress. **E**: Densities of polarity score distributions from log phase cells before heat stress (replete) and after the indicated heat shock. **F**: Densities of polarity score distributions from pre- and post-acute amino acid starvation. For **B-F,** per-gene polarity scores were calculated from genes that had >25 reads per library and plots were generated from the distribution of these scores. Although not at identical densities, all replete samples were in log phase as assessed by OD_600_ measurements in the range of 0.4–1.0.

Our initial ribosome profiling libraries were prepared with cycloheximide (CHX) pretreatment. Pretreatment is a technique that many labs have moved away from as it is reported to complicate the interpretation of ribosome distributions around the start codon and bias TE measurements on yeast transcripts, particularly ribosomal biogenesis (ribi) mRNAs [44, 45]. At the same time, foregoing CHX pretreatment causes artifactual ribosome runoff near the AUG in log phase samples because harvesting cells out of nutrient-rich media is inherently stressful [36] (Figure S1). 

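Genes of glycolysis, which turns glucose into pyruvate, had lower polarity scores in log phase with CHX pretreatment than without it. PGI1 had a score of -0.189 ± 0.0500 with pretreatment and 0.0507 ± 0.0271 without (SD, n = 2 libraries each), a difference of -0.240 (standard error 0.0463, adjusted p = 1.3e-04 from limma). CDC19 differed by -0.191 (adjusted p = 0.00141 from limma) and PFK1 by -0.181 (adjusted p = 0.00204). PDC1 and PGK1 differed less, by -0.117 and -0.118 (adjusted p = 0.0217 and 0.0246 from limma). PAB1 differed by -0.118 (adjusted p = 0.0289), ACT1 by -0.130 and DHH1 by -0.181. FAS1 differed by -0.0270, ACC1 by 0.0146 and URA2 by -0.0627, none past the test. Of 29 genes longer than 4000 nt, 12 were lower and 0 higher (11 lower when adjusted over the list alone; camera's adjusted p = 0.146, and adjusted p = 0.637 with an estimated correlation). Of 17 genes of glycolysis and fermentation, 15 were lower and 0 higher (15 lower when adjusted over the list alone), with a median of -0.201 (camera's adjusted p = 0.217, and adjusted p = 0.818 with an estimated correlation). Of 132 genes of cytosolic ribosomal proteins, 85 were lower and 3 higher (86 and 3 when adjusted over the list alone; camera's adjusted p = 0.694, and adjusted p = 0.818 with an estimated correlation). Their largest differences, RPS8B at -0.746 and RPL11B at -0.703, and the rises of EFT1, EFT2, RPL4A, RPL4B and TEF1 are all in genes with a near-identical copy, where the assignment of shared reads can move the score. Over 547 genes with more than 25 reads in all 4 log phase libraries, 349 were lower and 7 higher with pretreatment. Without untreated replicate 2, whose low depth limits the genes tested, 2489 were lower and 30 higher. Without pretreated replicate 1, 222 were lower, and without pretreated replicate 2 or untreated replicate 1, 3 or 17 were higher. With over 100 reads in every library, 113 were lower, with over 10 reads 543, and among genes longer than 1000 nt 209. The median score was -0.104 and -0.0988 in the pretreated libraries and 0.0642 and 0.0557 in the untreated ones. The 2 sets of libraries also differ in how they were made, by polyadenylation or by linker ligation, so pretreatment and library method cannot be told apart here.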

We hoped to explore how substantially including or excluding pretreatment impacted nucleotide-resolution RO in the context of glucose starvation and to expand our analysis with an approach that would enable us to interrogate the dynamics of ribosome movement. To accomplish this, we prepared replicate libraries without CHX pretreatment at log phase, 1, 5, 10, 15, 20, and 30 min time points, as well as a matched 15-min glucose starvation sample that underwent 1 min of pretreatment before harvest as was performed on our earlier libraries. It was previously reported that, following 20 min of amino acid starvation, a 2 min CHX pretreatment followed by a 3 min centrifugation and resuspension into lysis buffer caused a CHX-dependent decrease in footprints on ribi mRNAs when compared to harvest via vacuum filtration without pretreatment [45]. 

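The time course libraries were made from BY4741 cells by ligating a linker to the fragments, with molecular identifiers that let the authors remove PCR duplicates. For each of the 12 libraries the authors deposited raw RPF reads per gene, counted with htseq-count after bowtie alignment to R64-1-1, and polarity scores per gene. There are 2 untreated libraries for log phase and for 1, 5 and 15 min of starvation, and 1 each for 10, 20 and 30 min and for 15 min with CHX pretreatment. Replicate 1 was sequenced deeply, with 3523240, 6146038, 4018245 and 5041833 RPF reads at log phase, 1, 5 and 15 min. Replicate 2 held 94585, 122213, 135958 and 96478 reads at the same times. The pretreated 15 min library held 7896332 reads, and those of 10, 20 and 30 min held 71816, 73074 and 72950. Time points with replicates were compared over 5255 genes for counts, with edgeR, and over 488 genes for polarity, with limma. Replicate numbers pair the libraries, so each comparison was also made with the replicate as a block. The sample key places the 15 min replicates in the opposite sequencing pools to their numbers, and a block by pool, chosen after seeing the data, was run as well. In data simulated from these libraries, the count test found 76.7% of 4-fold and 11.8% of 2-fold changes, but 27.7% of its calls were false. With the replicate block it found 93.6% and 61.7%, with 7.16% false. Each fit was simulated from its own estimate of spread, smaller with the block, and without a difference between replicates. These rates therefore do not show which fit suits the data better. The polarity test found 88.2% of shifts of 0.2, with 3.05% of calls false, and 96.4% with the block, with 3.30% false. A large part of the 488 genes was shifted in each simulation, as many up as down, so these polarity rates need not hold for the data.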

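The glycolytic and fermentation genes CDC19, PDC1 and PGK1 had close RPF counts with and without CHX before harvest of cells starved for 15 min. CDC19 held 27782 CPM with pretreatment and 27867 ± 2111 without (SD, n = 2 untreated libraries), PDC1 34668 and 34267 ± 627, and PGK1 18230 and 17738 ± 2773. The stress gene HSP104, a protein disaggregase, held 578 and 596 ± 10.8, and HSP30 33.6 and 22.4 ± 16.5. No gene of 2486 differed in either direction by edgeR, with 1 gene at an unadjusted p under 0.05, and DESeq2 also gave 0 in either direction. With 1 pretreated library, 0 calls do not show equal counts. Across 944 genes with more than 100 TPM both in the pretreated library and in the mean of the untreated ones, the R2 between these values was 0.591, and on a log10 scale it was 0.960. Genes are not independent replicates, so no p is given. The value depends on the untreated library used. Against untreated replicate 1, the deeply sequenced one, R2 was 0.990 over 980 genes, and against replicate 2 it was 0.230 over 881. Replicate 2 has a lower depth, but the cause of this gap was not tested. The untreated replicates compared with each other gave 0.230 over 869 genes. On the log10 scale the values were 0.993 against replicate 1, 0.905 against replicate 2 and 0.906 between the untreated replicates. A fit with the replicate as a block and without the 10, 20 and 30 min libraries, chosen after seeing the data, found 8 genes higher and 8 lower.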

Contrastingly, when we compared our 15-min glucose starvation timepoint samples with or without pretreatment, we see no difference in the global footprint counts with an R^2^ > 0.99 (Figure S2). This includes no significant differences in ribosome loading on the ribi gene class. Furthermore, the distribution of ribosome density along mRNAs and polarity score distributions have negligible differences between the pretreated and untreated 15-min timepoints (Figure S1). These results suggest the impact of pretreatment during ribosome profiling experiments varies based on the stress conditions used.

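No ribi gene, whose products assemble ribosomes in the nucleolus, passed the test of a difference at 15 min. Of 109 ribi genes tested, 0 were higher and 0 lower with pretreatment by edgeR (0 and 0 when adjusted over the list alone). Their median log2 difference was -0.05, relative to other genes (camera's adjusted p = 0.253, and adjusted p = 0.744 with an estimated correlation). Of 136 genes of cytosolic ribosomal proteins, 0 differed in either direction (0 when adjusted over the list alone), although their median of 0.15 was above that of other genes (camera's adjusted p = 2.5e-05, and adjusted p = 0.766 with an estimated correlation). RPS8A, of the small subunit, had a log2 difference of 0.24 (standard error 0.270) and PAB1, which binds poly(A) tails, one of 0.10 (standard error 0.274), neither past edgeR's test. There is 1 pretreated library at this time, so the test takes its spread from the other time points. Over all 2486 genes 1 had an unadjusted p under 0.05, fewer than chance alone would give, so 0 calls do not show equal counts. A fit with the replicate as a block and without the 10, 20 and 30 min libraries, chosen after seeing the data, found 8 genes higher and 8 lower over all genes.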

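Polarity scores of single genes were close in 15 min libraries with and without pretreatment. PFK1, of the upper part of glycolysis, had a score of 0.103 with pretreatment and 0.101 ± 0.0118 without (SD, n = 2 untreated libraries). PGK1 had 0.0415 and 0.0276 ± 0.00866, PDC1 0.122 and 0.158 ± 0.0223, and PAB1 0.221 and 0.255 ± 0.00851. HSP104, the stress gene with a negative score in starvation, had -0.144 and -0.139 ± 0.0397. The fatty acid synthase gene FAS1 had 0.0615 and 0.0484 ± 0.0266. No gene of 362 passed limma's test in either direction, and 0 had an unadjusted p under 0.05, fewer than chance alone would give, so 0 calls do not show equal scores. Of 102 genes of cytosolic ribosomal proteins, 0 differed (0 when adjusted over the list alone), with a median difference of -0.00370 (camera's adjusted p = 0.0167, and adjusted p = 0.845 with an estimated correlation). Of 8 ribi genes, 0 differed (0 when adjusted over the list alone; camera's adjusted p = 0.804, and adjusted p = 0.908 with an estimated correlation). Only highly covered genes are tested here, since each must have more than 25 reads in 12 libraries.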

Because we saw minimal differences in ribosome loading and distribution during glucose starvation between our matched pretreatment and untreated samples, we moved forward with a polarity analysis of this time course. This showed that polarity shifts positive within 1 min of glucose starvation even without CHX pretreatment, but the magnitude of this shift does not continue to increase over time proportional to the amount of time elapsed (Figure S3). This result added nuance to our earlier hypothesis that ribosome elongation slows during glucose starvation by suggesting that it does so increasingly with time. 

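Genes of cytosolic ribosomal proteins, which are short and among the most translated in log phase, led the shift at 1 min. RPL32 (YBL092W, chromosome II, 45978 to 46370) rose from a polarity score of 0.0278 ± 0.0349 in log phase to 0.376 ± 0.0604 (SD, n = 2 libraries each; difference 0.348, standard error 0.0543, adjusted p = 0.0157 from limma). RPS31 rose by 0.278 (standard error 0.0405, adjusted p = 0.0157), RPL10 by 0.189 and RPL15A by 0.173 (adjusted p = 0.0185 each from limma). PDC1, of fermentation, rose from 0.0172 ± 0.00690 to 0.149 ± 0.00155 (adjusted p = 0.0394 from limma). PGK1, PFK1 and CDC19 did not pass without a block and passed with the replicate block, which takes out the difference between replicates (PGK1 0.0841, adjusted p = 0.101 without and 0.0104 with the block). The long genes FAS1, ACC1 and URA2 had differences of 0.0156, -0.0115 and -0.00724, and none passed. Of 119 genes of cytosolic ribosomal proteins, 26 were higher and 0 lower (60 higher when adjusted over the list alone), with a median of 0.115 (camera's adjusted p = 5.0e-09, and adjusted p = 0.332 with an estimated correlation). Of 17 genes of glycolysis and fermentation, 2 were higher and 0 lower (5 higher when adjusted over the list alone), with a median of 0.0687 (camera's adjusted p = 0.904, and adjusted p = 0.947 with an estimated correlation). More genes of both lists were higher with the replicate block. Of all 488 genes 37 were higher and 0 lower, with 165 at an unadjusted p under 0.05, and with the block 179 were higher and 0 lower. A block by sequencing pool, chosen after seeing the data, gave 34 higher and 0 lower. The median over genes rose from 0.0586 ± 0.00593 to 0.152 ± 0.0183, by 0.0930, with 94.3% of genes higher (exact permutation test, p = 0.333, the smallest p that 2 libraries against 2 allow). The gene count rests on single libraries: without log phase replicate 2 or 1 min replicate 1 it was 0, without 1 min replicate 2 it was 4, and without 5 min replicate 1 or 2 it was 11 or 9. No gene longer than 1000 nt passed when these were tested alone. From a shift that comes early and does not grow in proportion to time, the paper proposes that elongation slows increasingly with time.

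**Figure D2:**
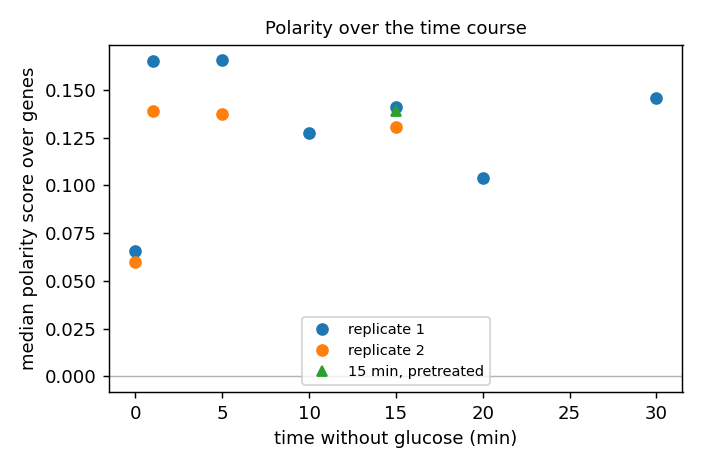
Median polarity score over 362 genes (y axis, no unit) against time without glucose in min (x axis), with 1 point per library, colored by replicate, and a triangle for the pretreated 15 min library. Log phase sits at 0.0655 and 0.0597, and 1 min at 0.165 and 0.139.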

Ribosomes appear to move quickly at the onset of starvation, rapidly shifting polarity positive, but do not continue doing so uniformly as stress induction increases from one to several minutes. This, in turn, suggests that the regulation of elongation is altered and slowed over time. This would enable runoff in the initial seconds following stress, particularly on short genes which inherently have less sequence space for ribosomes to move along before translation terminates. 

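From 1 to 5 min the median score over 488 genes hardly moved, but single genes changed by length. Spearman's rho between coding length and this change was 0.562 across these genes, so the flat median does not show that scores stood still. PDC1 went from 0.149 ± 0.00155 at 1 min to 0.163 ± 0.00410 at 5 min and 0.158 ± 0.0223 at 15 min (SD, n = 2 libraries each). PGK1, also of sugar breakdown, went from 0.149 ± 0.0248 to 0.126 ± 0.00802 and 0.0276 ± 0.00866. PAB1 had 0.0519 ± 0.107 at 1 min, 0.129 ± 0.0880 at 5 min and 0.255 ± 0.00851 at 15 min, and neither step passed (adjusted p = 0.823 and 0.830 from limma). Between 1 and 5 min 0 genes of 488 changed in either direction by limma, with 38 at an unadjusted p under 0.05, and with the replicate block 1 was lower. Between 5 and 15 min 0 genes changed, with 25 at an unadjusted p under 0.05, and 0 with the block. Weights per library beside the block, chosen after seeing the data, gave 3 genes lower in the first step and 5 in the second. The median over genes was 0.152 ± 0.0197 at 5 min and 0.138 ± 0.00773 at 15 min. It changed by 6.9e-05 from 1 to 5 min (exact permutation test, p = 1.0) and by -0.0139 from 5 to 15 min (exact permutation test, p = 0.667). By replicate the second step was a fall from 0.166 to 0.143 and from 0.138 to 0.132. Without 5 min replicate 2 the first of these steps was 0.0145, and among genes longer than 1000 nt it was 0.0175. Against log phase, 15 min was still higher by 0.0793, with 83.0% of genes higher, but 0 genes passed limma's test either way, with 127 at an unadjusted p under 0.05. With the block 106 were higher, RPL1B and PAB1 among them, and 4 were lower, among them TSA1 (-0.102), which encodes a peroxidase, and the alcohol dehydrogenase gene ADH1 (-0.0816). With the block by sequencing pool, which pairs the 15 min libraries the other way, 0 were higher and 0 lower (126 and 5 at an unadjusted p under 0.05). With over 100 reads in every library 11 genes were higher, and without log phase replicate 1 it was 1.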

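Short ribosomal protein genes lost RPF counts within 1 min in a fit that pairs libraries by replicate number. With the replicate as a block, RPS29A (YLR388W, chromosome XII, 898651 to 898821) fell by 2.18 on the log2 scale at 1 min (standard error 0.18, adjusted p = 3.2e-30 from edgeR), from 465 to 84.4 CPM. RPL39 (YJL189W, chromosome X, 75933 to 76474, 2 coding exons) fell by 1.92 (standard error 0.152, adjusted p = 8.3e-33) and RPL14A by 1.96. Short genes of other kinds fell too, such as ATP15 (log2 fold change -2.46) of the ATP synthase, PMP1 (-2.31), which encodes a regulator of the proton pump, and BOL2 (-1.96). The rises were small, with ECT1 at 0.99, ATP7 at 0.89 and the long gene GLT1 at 0.43. Of 137 genes of cytosolic ribosomal proteins, 83 were lower and 0 higher at 1 min with the block (102 lower when adjusted over the list alone), with a median of -0.51 (camera's adjusted p = 2.4e-73, and adjusted p = 0.366 with an estimated correlation). At 5 min 102 were lower (119 when adjusted over the list alone), with a median of -0.73 (camera's adjusted p = 1.6e-96, and adjusted p = 0.384 with an estimated correlation). At 15 min 90 were lower and 3 higher (108 and 4 when adjusted over the list alone), with a median of -0.52 (camera's adjusted p = 9.2e-72, and adjusted p = 0.136 with an estimated correlation). Over all 5255 genes, the block gave 6 higher and 154 lower at 1 min, 25 and 209 at 5 min, and 87 and 204 at 15 min. Without the block edgeR gave 0 and 0 at 1 min (132 genes at an unadjusted p under 0.05), 0 and 0 at 5 min (225 genes) and 2 and 6 at 15 min (236 genes). DESeq2 gave 25 lower at 1 min, 68 lower at 5 min, and 0 higher and 47 lower at 15 min, with none higher at the earlier times. A block by sequencing pool, chosen after seeing the data, gave 0 and 0 at each of 1, 5 and 15 min (5 higher and 105 lower at an unadjusted p under 0.05 at 1 min, 16 and 175 at 5 min, and 86 and 143 at 15 min). The 2 blocks differ only in the 15 min libraries, and all times share one fit. Taken by number, the differences between replicates at 15 min correlated with those at log phase, 1 and 5 min by 0.51, 0.54 and 0.63. These values argue against pairing the 15 min libraries by pool. Depth also went with the numbers, so the source of the shared difference was not tested. The calls at 15 min without the block, TMA10 and BTN2 higher and RPP2B, RPS20, RPS22A, RPL16B, RPL25 and RPS7A lower, had an adjusted p of 0.0434 each, and without either log phase library none was left. Across all genes, Spearman's rho between coding length and the log2 change at 1 min was 0.421 (0.484 in replicate 1 and 0.119 in replicate 2), and genes are not independent replicates.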

Our findings also shed light on how, simultaneously, longer transcripts such as those in Figure 1 remain occupied by downstream ribosomes after 15 min of starvation.

To further parse and confirm that ribosome transit slows progressively, the distribution of reads in the time course was plotted and we compared the magnitude in shift of read density between different starvation timepoints (Figure S4). Notably, we observed a striking difference in ribosome engagement around the start codon between libraries prepared either with or without CHX pretreatment in log phase. We also used the temporal nature of our time course to quantitatively measure how ribosome transit rates change between different time points (Figure S5). Finally, we calculated how polarity score on a per gene basis changes over time during starvation as a function of gene length (Figure S6). Collectively these analyses indicate that, as glucose starvation progresses, the average time needed for ribosomes to move along mRNAs increases. Both the magnitude of the drop in read density that occurs near the start codon and the magnitude of how polarity scores change between samples are not proportional to time elapsed between sample collection. These additional analyses lend support to our initial observation that ribosomes build up along transcripts due to a decrease in transit during glucose starvation. 

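By the medians of length bins, genes under 1000 nt gained most polarity at 1 min and then lost part of it. Among the 2500 genes with the highest mean TPM in log phase, those under 500 nt gained a median of 0.122 from log phase to 1 min (394 genes, mean of 2 replicates) and those of 500 to 1000 nt gained 0.126. Genes of 1000 to 1500 nt gained 0.0869, those of 2000 to 3000 nt 0.0545 and those over 4500 nt 0.0372 (38 genes). From 1 to 5 min the shortest genes changed by -0.0681 (370 genes), while those of 1500 to 2000 nt gained 0.0252 and those over 4500 nt 0.00839. From 5 to 15 min genes of 500 to 1000 nt changed by -0.0473 and those over 4500 nt by 0.0231. Spearman's rho between coding length and the change in polarity, across genes, was -0.209 from log phase to 1 min, 0.287 from 1 to 5 min and 0.119 from 5 to 15 min. In each step the sign was the same in both replicates: -0.387 and -0.117, then 0.622 and 0.102, then 0.203 and 0.0560, for replicates 1 and 2. From log phase to 15 min it was 0.168 (0.390 and 0.0526). These are correlations across genes, which are not independent replicates, so no p is given. In replicate 2 most genes have few reads. Over the 488 genes with more than 25 reads in every library the values were -0.419, 0.562 and 0.252 for the 3 steps.

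**Figure D3:**
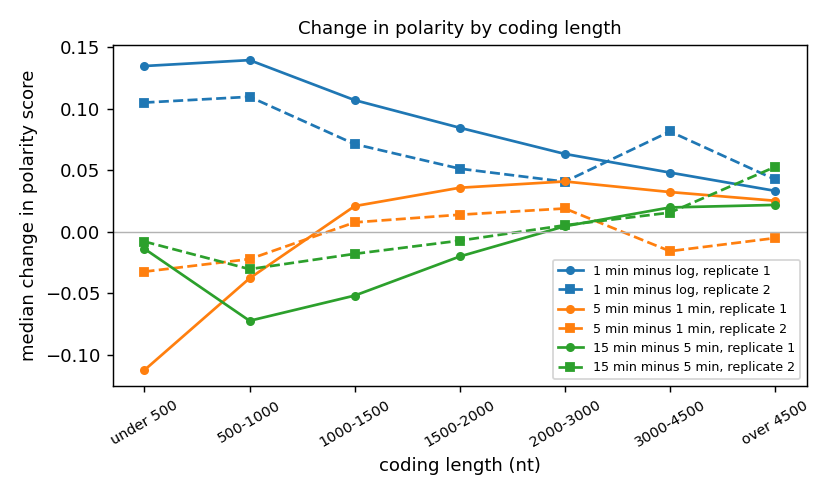
Median change in polarity score (y axis, no unit) of genes in 7 bins of coding length in nt (x axis), for the steps from log phase to 1 min, 1 to 5 min and 5 to 15 min (colors), with replicate 1 as solid and replicate 2 as dashed lines. From 1 to 5 min the shortest genes change by -0.112 in replicate 1 and -0.0323 in replicate 2.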

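At 10, 20 and 30 min there is 1 library each. HSP60, a mitochondrial chaperonin gene, had a score of 0.326 at 30 min against 0.104 ± 0.00105 in log phase (SD, n = 2), a difference of 0.221 (standard error 0.0531, adjusted p = 0.0455 from limma). The glycolytic gene GPM1 differed by 0.191, TKL1, of the pentose phosphate pathway, by 0.188 and PDC1 by 0.164, with the same adjusted p. RPS8A differed by 0.231 without passing (adjusted p = 0.0513 from limma). At 30 min 20 genes of 362 were higher and 0 lower than in log phase (97 at an unadjusted p under 0.05). These calls do not hold up when a library of another time is left out, in fits chosen after seeing the data: 1 gene was higher without log phase replicate 1, 0 without log phase replicate 2 or without any one library of 1 or 5 min, and 3 without either library of 15 min. At 10 min 0 passed by limma in either direction (67 at an unadjusted p under 0.05), and the same was true at 20 min (52). Each of these times takes its spread from the other groups, on the assumption that the lone library varies like them. A call therefore cannot tell an effect of time from a trait of that library. Over the same genes the median score was 0.128 at 10 min, 0.104 at 20 min and 0.146 at 30 min, beside 0.0655 and 0.0597 in log phase and 0.165 and 0.139 at 1 min. In RPF counts PGA3, a reductase gene, was higher in the 30 min library (log2 fold change 3.6, adjusted p = 0.00556 from edgeR), the only such gene of 2486. Without either log phase library 0 genes were higher, without 15 min replicate 1, 2 were higher and 5 lower, and without 15 min replicate 2, 4 and 18. At 10 and 20 min edgeR called 0 genes, with 212 and 370 at an unadjusted p under 0.05. At 20 min 1 gene was higher without either 15 min library, and 1 lower without replicate 2 of 15 min.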

Taken together, they point towards a regulated system whereby ribosome movement slows temporally and, globally, ribosomes move more slowly as starvation time increases. Additionally, the consequences of foregoing pretreatment while harvesting and flash-freezing log phase yeast samples for library preparation are reflected near the start codon in read distribution plots. These show a drop in read density which would not be expected without stress induction caused by media removal and therefore reveal unintended biases that can be introduced by skipping pretreatment.

Next, we were curious if this build-up of ribosomes downstream on mRNAs, which we hypothesize reflects progressively decreasing ribosome transit, was a general response to stress. We prepared ribosome profiling libraries and plotted polarity in response to multi-day growth in cells as they transitioned from log phase to postdiauxic shift to stationary phase (Figure 2c). Additionally, we performed a polarity score analysis on published profiling libraries of oxidative stress, heat shock, and amino acid starvation samples (Figure 2d–f) [12, 18, 45]. 

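Multi-day growth was followed in YPD, a rich medium with glucose, with 1 library each in log phase, after 1 day (postdiauxic shift, when cells turn to ethanol) and after 5 days (stationary phase), all without CHX pretreatment. The deposited values are raw RPF reads and polarity scores per gene, as in the other experiments, with totals of 652361, 575896 and 169545 reads. With 1 library per condition no test between conditions was made. Polarity was compared over 680 genes with more than 25 reads in all 3 libraries. Intervals come from resampling genes and cover neither growth nor library preparation. Gene lists were set against 10000 random lists of the same size, matched on reads.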

Strikingly, we found that the distribution of polarity scores did not change for amino acid starvation and oxidative stresses while heat shock showed a negative shift in polarity, corroborating reports that ribosomes build up close to the start codon during this stress [18, 19]. 

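After 1 day of growth, CDC19, of glycolysis, had a polarity score of 0.242 against 0.00613 in log phase. PDC1 had 0.172 against 0.00977, PGK1 0.176 against -0.0262 and PFK1 0.162 against 0.0206. Over the 680 shared genes the median was 0.0258 in log phase and 0.18 after 1 day. The median difference per gene was 0.145 (95% interval 0.132 to 0.154 over genes), and 87.5% of genes were higher. The genes read by ribosomes had changed as well, with no test possible at 1 library each. ACS1, which activates acetate, had 6018 reads against 12, and ADY2, an acetate transporter gene, 3211 against 6 (log2 ratios 9.07 and 9.10). SFC1, IDP2 and GRE1 had 641, 495 and 270 reads against 0. The 17 genes of gluconeogenesis, the glyoxylate cycle and ethanol use had a median log2 ratio of 7.77 against 0.18 over all genes, and general stress response genes one of 5.30, each above every random list. Respiration and the TCA cycle had a median of 2.67, also above every random list, and heat shock proteins and chaperones 1.44. Genes of cytosolic ribosomal proteins had -3.78 and ribosome biogenesis genes -1.17, each below every random list.

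**Figure D4:**
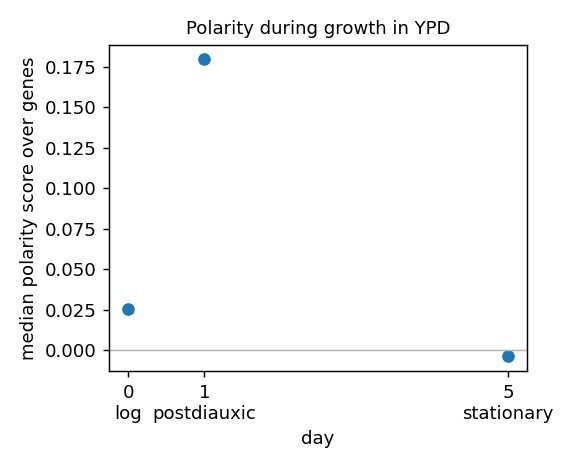
Median polarity score over 680 genes (y axis, no unit) in log phase, after 1 day and after 5 days of growth in YPD (x axis), with 1 library per point. The values are 0.0258, 0.18 and -0.00362.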

The only positive change in polarity we observed in addition to acute glucose starvation was from day-old yeast cultures grown to postdiauxic shift conditions. Moreover, polarity shifted back to a distribution near 0 in our sample prepared after 5 days of growth when cells were in stationary phase. This indicates that, for the stresses analysed, ribosomes uniquely build up on the 3’ half of transcripts in conditions in which glucose is newly limited, either via acute removal from the media or upon a switch to ethanol utilization that results from consumption of glucose over time causing the diauxic shift.

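After 5 days, PDC1 had a polarity score of -0.00146, PFK1 0.00365, PGK1 0.0345 and CDC19 0.0607, all lower than after 1 day. Over the shared genes the median was -0.00362, and the median difference per gene from log phase was -0.0299 (95% interval -0.0430 to -0.0175 over genes), with 40.0% of genes higher. Over all genes with more than 25 reads in a library, the medians were 0.0171 in log phase (2725 genes), 0.176 after 1 day (2983) and -0.0137 after 5 days (953). With over 100 reads in every library the difference from log phase was -0.0134. SPG1 and SPG4, genes needed in stationary phase, had 2041 and 1016 reads against 0 in log phase, and HSP104 had 2018 against 264. These reads are not corrected for depth, which was lower after 5 days. In CPM HSP104 held 11902 against 405. General stress response genes had a median log2 ratio of 4.65 against -1.08 over all genes, above every random list, and heat shock proteins and chaperones one of 2.30. Genes of cytosolic ribosomal proteins had -3.03, RPL39 among them at -4.36, below every random list.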

### In vivo *measurements show that elongation slows and the relationship between ribosome engagement and protein production changes after glucose starvation*

We wanted to further test the hypothesis that, in response to glucose-limited conditions, ribosomes slow down and build up on the downstream ends of CDSs because of decreased elongation by directly measuring elongation rate. To accomplish this in living cells, we developed an inducible reporter assay that enabled us to calculate the time needed for elongation through a region upstream of a yeast-optimized Nanoluciferase (Nluc) reporter gene [46]. The assay is designed to allow for comparison between the time needed to detect luciferase signal from a Nluc-only reporter to a second reporter, LacZ-Nluc, that is identical except it has an exogenous, long open reading frame (LacZ; 3,072nt) fused in front of the luciferase CDS (Figure 3a). An analysis technique known as Schleif plotting, which factors both reporter induction and the amount of time that elapses between expression of the Nluc and LacZ-Nluc reporters, was used to calculate the average elongation rate necessary to translate through LacZ [47, 48]. Utilizing this assay, we calculated elongation rate to be significantly decreased in cells subjected to acute glucose deprivation and postdiauxic shift conditions, respectively, relative to log phase (Figure 5b). Additionally, the elongation rates we found in log phase were consistent with previously reported rates [29, 30].

**Figure 3.**
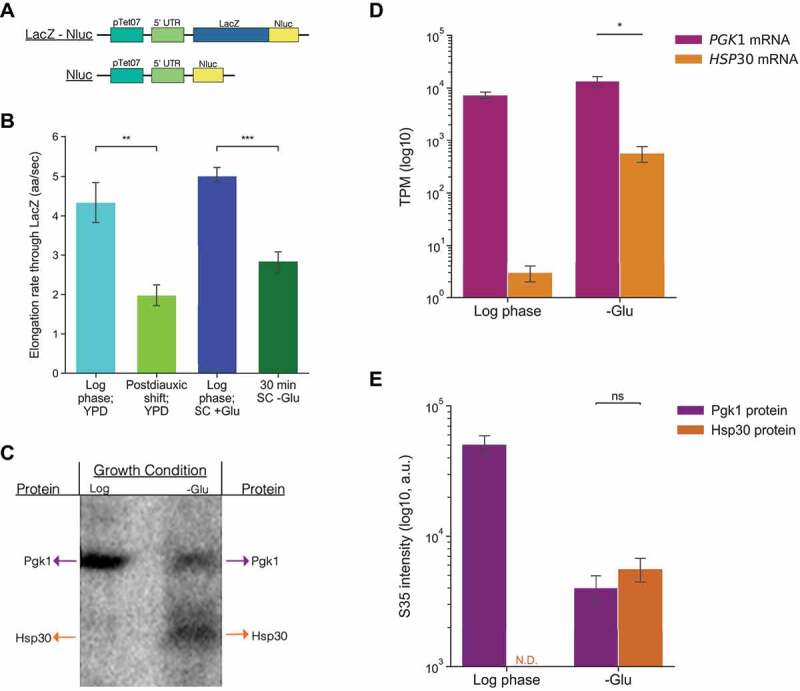
Glucose starvation impacts protein production in living cells by slowing elongation and altering the relationship between ribosome engagement and translation.

**A**: Schematic of reporters used to determine elongation rates in **B**. **B**: The elongation rate in amino acids per second (aa/s) through LacZ calculated following reporter induction in the indicated growth and media conditions. **C**: Representative image of autoradiography exposure used to calculate radiolabeled S^35^ methionine incorporation in **E**. For each lane, immunoprecipitation was performed on the indicated TAP-tagged proteins from cell lysates grown to log phase and, for the right lane, glucose starved for 30 min. The volume of lysate loaded for the log phase sample (left lane) was 1/10^th^ the volume loaded of the starved lysate. **D**: The TPM of RPF reads from replicate log phase and glucose starvation ribosome profiling libraries plotted as mean ± SEM. **E**: S^35^ intensity from four biological replicates performed as described in **C**. a.u. = arbitrary units. In **B**, **C,** and **E** values are plotted as mean ± SEM from a minimum of four biological replicates. Statistical significance was assessed by unpaired Student’s t-test (***p < 0.001; **p < 0.01, * p < 0.05 and ns = not significant).

We also directly examined the relationship between RO and protein production before and after glucose starvation. In general, it is often assumed that RO calculations from profiling data correlate with protein production in such a way that genes with high RPF read counts and ROs have high levels of protein synthesis, hence the term ‘translational efficiency’. We were curious if the ribosomes that occupy an abundant pre-stress gene such as *PGK1* produce less protein than those occupying an upregulated, stress-responsive gene such as *HSP30*. To test this, we added TAP tags to both and performed immunoprecipitations from log phase and glucose starvation cultures supplemented with S^35^ methionine (Figure 3c). 

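In log phase with CHX pretreatment, PGK1 held 6542 ± 1257 RPF TPM and HSP30 2.61 ± 1.13 (SD, n = 2 libraries). The PGK1 libraries gave 7430 and 5653 TPM. HSP30, which encodes a plasma membrane protein of the stress response, had 9 and 20 reads, or 1.81 and 3.41 TPM. The ratio of PGK1 to HSP30 was 4109 and 1657 in these libraries, and with so few HSP30 reads it is uncertain. In the untreated log phase libraries HSP30 had 9 and 0 reads, and PGK1 held 9802 ± 844 TPM.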

Quantification of protein production revealed that, during log phase when *HSP30* has very few ribosome counts, we were unable to detect protein production above background while ribosomes bound to *PGK1* showed robust protein production (Figures 3d-e). Therefore, a consistent relationship exists between RPF reads and protein production in the absence of stress. However, during glucose starvation, despite *PGK1* having about 25-fold higher RPF counts along its transcripts, there was not a significant difference in S^35^ incorporation into Pgk1 and Hsp30 proteins. Together, this indicates that differential elongation during glucose starvation results in divergent levels of protein production in a gene-dependent manner. 

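After 15 min of starvation with CHX pretreatment, PGK1 held 15521 and 10148 TPM and HSP30 held 708 and 361 TPM (2 libraries). The ratio was 21.9 and 28.1, with a ratio of means of 24.0 (SD of the libraries 4.36). In CPM, which does not correct for the difference in coding length (1251 against 999 nt), the ratio was 29.9. HSP104, the disaggregase gene, went from 70.8 ± 45.3 to 901 ± 152 TPM (SD, n = 2). In the time course HSP30 held 20.3 ± 14.1 TPM after 15 min without pretreatment (151 reads in replicate 1 and 1 in replicate 2), PGK1 held 13026 ± 1319 and the ratio of means was 643, with 462 and 1177 in the 2 libraries (SD 506). With 1 min of pretreatment in that experiment HSP30 held 30.7 TPM. The change of HSP30 at 15 min did not pass the test of a difference between the experiments (log2 difference 3.96, adjusted p = 0.120 from edgeR, without a replicate block). Protein synthesis was measured by labelling in Figure 3e, and from both measures the paper concludes that differential elongation gives levels of protein that depend on the gene.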

Importantly, this highlights that careful consideration must be made prior to assuming high levels of ribosome-mRNA interactions on a given transcript necessitate robust translation of that mRNA and that caution that RO is not always synonymous with TE.

### Glucose readdition causes translation to increase and elongation to proceed from ribosomes that built up on long mRNAs during glucose starvation

Finally, we sought to establish whether the ribosomes that slow or stall along mRNAs during glucose starvation are competent to resume translation after glucose is added back to the environment. To do this, we utilized both ribosome profiling and *in vivo* reporter assays. After acute glucose starvation, glucose was added to the media, and the samples were collected for ribosome profiling, RNA-seq, and polysome profiling after 1 and 5 min (Figure S7). We were particularly interested in extremely long genes which we expected to be poorly translated during glucose starvation but were earlier shown to remain associated with the polysome as assessed by qPCR (Figure 1e). Indeed, the change in RO for all but two genes greater than 4,000 nt is above 1 during glucose starvation compared to log phase (Figure S8). In general, longer genes have higher relative occupancy during starvation compared to shorter genes. This observation is consistent with our finding that ribosome elongation slows progressively in response to glucose starvation which means shorter genes are more likely to undergo runoff and have a decrease in occupancy.

Upon glucose readdition, a ‘wave’ of increased RPF density, suggestive of new initiation events, was detected near the start codons of long genes within the first minute (Figure 4a). By 5 min, this wave of newly initiated ribosomes was observed spanning the first approximately 2,200 nt of mRNAs. To assess ribosome movement in response to glucose readdition in a gene-specific manner, we looked at the distribution of reads on two yeast genes that are particularly long, each over 6,000 nt, in log phase, starvation, and readdition conditions (Figure 4b). We wondered whether it would be possible to parse the movement of ribosomes that slowed on these mRNAs during starvation from those that were newly initiated. Intriguingly, the distribution of ribosomes bound during glucose starvation appears to move down the transcript at the same time as new initiation events occur, resulting in a bimodal distribution of RPF reads at the 5’ and 3’ ends of these genes after 5 min of readdition. We hypothesized that there could be two populations of ribosomes on the CDSs: one population of ribosomes that underwent initiation during log phase, built up downstream during glucose starvation, and then resumed elongation and a second population that were newly initiated following glucose readdition. This led us to wonder if we could directly test whether the former were actively elongating ribosomes and, furthermore, whether these ribosomes could finish translation and produce functional protein.

**Figure 4.**
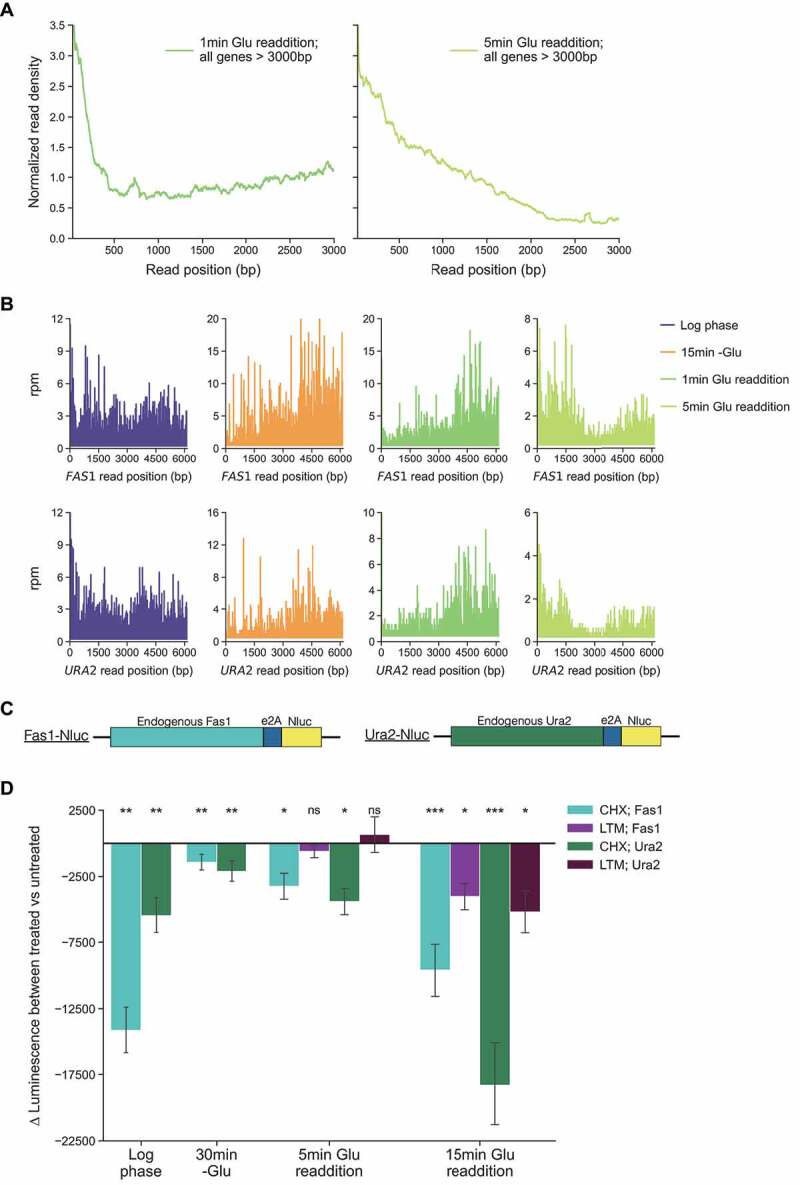
Glucose readdition following starvation results in new initiation and continued elongation.

**A**: Normalized read density plots for glucose starved cultures after 1 min (green line; left) and 5 min (yellow line; right) of glucose readdition. To generate read density plots, the aggregate number of reads per nucleotide position across all genes >3000 nt with >25 reads per gene were included and normalized to enable inter-library comparison. **B**: RPF reads per million by position for the indicated genes in log phase (purple trace), glucose starvation (orange trace), after 1 min readdition (green trace) and 5 min readdition (yellow trace). **C**: Schematic of reporters used to determine luciferase production in **D. D**: Each bar represents the mean difference ± SEM in luciferase signal detected during measurement between aliquots of untreated culture and the same culture treated with the indicated translation inhibitor from a minimum of six biological replicates. For log phase and 30 min-Glu conditions, the signal was recorded after 5 min of treatment and the difference was plotted on the y-axis. For readdition, the signal difference was taken at the indicated time points following glucose addition. Statistical significance was assessed by paired t-tests for differences in luciferase production between cultures that underwent either LTM or CHX treatment, respectively, paired against luciferase production from the same culture without treatment (***p < 0.001; **p < 0.01, * p < 0.05, ns = not significant).

To test the potential for these ribosomes to resume translation upon relief of starvation, we tagged the long, endogenous *FAS1* and *URA2* genes with an E2A self-cleaving peptide followed by NLuc and monitored reporter expression in log phase, during glucose starvation, and following glucose readdition [49] (Figure 4c). We used a Nluc reporter fused to a PEST domain. This allowed a short-lived luciferase reporter, with a reported half-life of approximately 5 min, to monitor recent protein production without perturbing the function of the endogenous, upstream Ura2 or Fas1 proteins following their cleavage via E2A [46]. We estimated these mRNAs were long enough that any new translation events would take longer than 5 min to complete as the ‘wave’ of ribosome density we saw in Figure 4a would correspond to translation of proteins less than 1,000 amino acids. Additionally, once initiated, a ribosome would need to elongate at 7–8 amino acids per second to translate through these reporters within 5 min. This rate is faster than the elongation rates we observe even in log phase conditions (Figure 3b) and faster than the rate we would predict from our ribosome profiling data. Even still, to separate translation events that arise due to new initiation after glucose readdition from translation events by ribosomes that completed initiation prior to readdition, we developed an experimental approach that directly decoupled these two possibilities.

Specifically, we glucose starved cells expressing these reporters for 30 min, added glucose back, and then measured luciferase production in the presence (treated) and absence (untreated) of two different drugs: either CHX, a translation elongation inhibitor, or lactimidomycin (LTM), a translation inhibitor that preferentially inhibits the initiation step of translation at the concentration used [50, 51] (Figure 4d). Since CHX addition prevents ribosomes from completing elongation and producing any functional luciferase, the difference in luciferase signal between the CHX-treated versus untreated samples represents all luciferase produced during signal measurement. In all conditions tested, there was a significant difference in luciferase signal with CHX treatment compared to untreated cultures, indicating expression was taking place in all conditions. As expected, expression was greatly reduced in starvation conditions compared to log phase for both reporters. Intriguingly, after 5 min of glucose readdition, there was no difference in protein expression due to LTM treatment compared to the untreated samples. This suggests the Nluc expression that took place did not depend on new initiation events. If it had, using an initiation inhibitor would have reduced luciferase production compared to the untreated sample. On the other hand, we found that upon 15 min of glucose readdition, significantly less protein was produced from both CHX and LTM treatments. This suggests new initiation events were contributing to expression after 15 min, unlike after 5 min. Taken together, we interpret these results to demonstrate that there is indeed a population of ribosomes bound to the CDSs of our reporters that underwent initiation prior to glucose readdition, slowed or stalled during stress, resumed elongation upon glucose readdition, and ultimately produced functional protein.

## Discussion

Here, we explored the distribution of ribosomes across yeast mRNAs during acute glucose starvation to better understand how yeast regulates protein synthesis during stress. Notably, we found that many pro-growth mRNAs retain relatively robust RO, but the distribution of these ribosomes skew 3’ and they have positive polarity. These results contrast with those for well-translated stress-induced genes like *HSP30*. We hypothesize that this altered ribosome distribution is driven by cessation of initiation followed by progressive slowing of elongation. Examining this observation concordantly with reports of polysome collapse during glucose starvation leads us to posit a nuanced interpretation of how ribosomes run off in response to glucose starvation. Specifically, in the initial seconds following glucose removal, elongation continues at a rate comparable to pre-stress, log phase elongation. This rapid ribosome movement causes ribosomes to finish translating shorter genes, which we show are more likely to display a decrease in RO, as their short CDSs inherently require less time for runoff to take place. Then, as the duration of acute stress continues and seconds turn to minutes, ribosome transit slows more and more. This leads to an accumulation of downstream ribosome binding on mRNAs of sufficient length such as *PGK1*. Meanwhile, shorter genes are more devoid of ribosomes. As the shortest yeast mRNAs tend to code for ribosomal proteins and ribosomal biogenesis genes, we conclude one way yeast responds to acute glucose starvation and downregulates bulk protein synthesis quickly is through reducing expression of these short transcripts and halting production of new translation machinery. Conversely, comparatively longer, glycolytic genes like *PGK1* remain in the polysome to a larger degree, perhaps to retain the ability to more quickly produce protein if glucose is reintroduced to the environment.

Polarity score analyses of ribosome profiling libraries proved to be an effective approach to compare ribosome engagement across various stresses. A polarity analysis of a postdiauxic shift sample displayed positive polarity like that observed during glucose starvation. Notably, a positive shift in polarity was unique to glucose-limited conditions and no polarity shift was observed in response to amino acid starvation or oxidative stress. The other stress that presented an altered polarity was heat shock. It has previously been reported that widespread elongation pausing takes place towards the 5’ end of most mRNAs during severe heat shock in mammalian cells [19]. While elongation rates were not measured during heat shock, this may be the cause of the more negative polarity we noticed in yeast and indicate that elongation is regulated more quickly in response to heat shock compared to glucose starvation. Similarly, it could instead or concurrently represent a less severe reduction in initiation. Altogether, ribosome polarity score distributions are a useful proxy to explore ribosome movement before and after stress and provide additional insight not provided by RO measurements alone.

We also note the impact of foregoing cycloheximide pretreatment during ribosome profiling library preparation. For our glucose starved samples, pretreatment did not impact gene-specific RPF counts, ribosome distribution, or ribosome polarity when compared to samples that had no pretreatment. This result highlights that the elongation rate is markedly slowed at 15 min of starvation. Inhibiting translation with 1 min of CHX pretreatment had little bearing on the library because translation was already inhibited. On the other hand, RPF read density near the start codon in log phase samples is largely decreased when pretreatment is skipped compared to samples that received 1 min of pretreatment. We speculate this absence of read density in samples that were not exposed to CHX until lysis is an artifactual result from a brief stress response that resulted during the time required for vacuum filtration and cell scraping to take place. In short, unintended stress occurs between the time it takes to remove yeast from their incubator and flash freeze them. This causes runoff without CHX present to halt elongation. Effectively, our log phase cells underwent a brief period of glucose starvation during harvest as their glucose-rich media was removed. This highlights how technical nuances in each step of a protocol can impact the results of high-resolution approaches like ribosome profiling. Things that might seem trivial such as the distance between an incubator and a filtration apparatus or the strength of the vacuum line attached to that apparatus impact the amount of time it takes to harvest cells, thereby influencing how much stress is introduced prior to library preparation. Notably, other groups have reported on the complexities of interpreting CHX-induced alterations in read density [52]. In fact, the original article that describes ribosome profiling and established pretreatment also includes a comparison between pretreatment, no pretreatment and the effects of flash freezing on read density [36]. It is clear that the duration of pretreatment and the time it takes to harvest cells are critical in ribosome profiling experiments. Traditionally, CHX-pretreatment in yeast experiments was done by adding CHX to a culture followed by shaking and incubation for 2 min prior to harvest. Moreover, harvest was often done by centrifugation which typically takes longer than vacuum filtration. We posit that there might be a middle ground between this approach and foregoing pretreatment entirely, as has become commonplace. It is possible that a balance could be struck to minimize artifacts from pretreatment without inducing new artifacts from premature stress and runoff during harvest; we would recommend researchers consider adding CHX to their culture right as they begin vacuum filtration but skip the additional two minutes of pretreatment incubation. Future experiments using this approach in concert with traditional pretreatment and no pretreatment in matched cultures could provide insight into its impact on read density near the start codon and would test whether a brief CHX exposure during filtration is sufficient to prevent the runoff we observed. Such an approach might be particularly useful for researchers hoping to compare stress conditions to bona fide non-stressed controls.

In addition to ribosome profiling, we explored how glucose starvation impacts protein production in living cells. *In vivo* measurements of elongation rate using Nluc reporters showed elongation is slower during acute glucose starvation compared to log phase. Similar effects took place during the postdiauxic shift, a less acute manner of glucose starvation. While there has been a growing appreciation in recent years for the importance of translation regulation at the step of elongation, much of this work has focused predominantly on codon-specific effects as it has been well-established that certain motifs cause ribosome elongation to stall and activate ribosome quality control pathways [53–55]. Our findings are indicative of a more general phenomenon as elongation rates differ on the same reporter in a condition-dependent manner (Figure 3b). Ribosome elongation slows significantly during glucose starvation when compared to log phase growth. Our results also indicate that slowed and paused ribosomes are primed to resume elongation and finish translation if environmental conditions continue to fluctuate, but in a favorable way. Specifically, we show that long mRNAs can undergo translation from ribosomes bound before glucose readdition. Greater protein production was measured upon glucose readdition than would otherwise be expected from new initiation alone because samples treated with the initiation inhibitor LTM show no significant difference in protein expression during the first 5 min of glucose readdition. This indicates the expression we detected comes from pre-existing ribosomes. We speculate that such pausing may allow for a population of mRNAs to remain bound to ribosomes for rapid continuation of growth once stress has been relieved, provided the duration of the stress is not too long. Additionally, the shift towards positive polarity which takes place following the postdiauxic shift and acute glucose withdrawal suggests the general slowdown in elongation we identify during glucose starvation may play an important role in fine-tuning translation during metabolic transitions to alternative carbon sources and metabolic pathways more generally, though this remains to be directly tested.

It is important to note that, though we compared elongation rates along identical mRNA sequences, we did not simultaneously test how fast elongation takes place on populations of mRNAs transcribed prior to glucose starvation compared to mRNAs transcribed during glucose starvation. This is due to experimental limitations imposed by inducible reporters, an approach necessary to ensure that elongation rate calculations were not muddled by detecting protein expression from pre-stress transcription events. Given the necessity of inducing reporter expression after stress to measure elongation rates during stress, we conjecture that our calculated elongation rate, though slower than it is during log phase, still overestimates the elongation rate that would be observed for ribosomes moving along mRNAs that were transcribed pre-stress. This is based on our observation that ribosome engagement with pre-existing mRNAs remains abundant, even during glucose starvation, though protein synthesis from them is greatly reduced (Figures 3d-e). Consequently, we speculate the elongation rate of approximately two amino acids per second calculated for LacZ in glucose starvation is more comparable to the elongation rate along a stress-responsive gene such as *HSP30* which is both transcribed and translated in response to stress and is not pre-existing. The elongation rate on *PGK1*, a pre-existing transcript poorly translated during stress but with high RO, would be even slower. Future experimental approaches to parse the difference in elongation rate during stress on mRNAs transcribed pre-stress compared to mRNAs transcribed during stress would provide more insight into this nuance. In addition, future experiments that parse the molecular mechanisms yeast employ to slow elongation in response to glucose starvation are needed to determine how cells carry out this slowdown progressively over time. Overall, this work demonstrates how ribosome profiling and reporter assays can complement one another and it highlights the importance of examining read distribution instead of simply using RO counts as a proxy for TE, especially during fluctuating environmental conditions.

## Materials & methods

### Yeast strain information

Yeast strains used are listed in Supplementary Table 1. All ribosome profiling libraries including those from log phase, glucose starvation, glucose readdition, postdiauxic shift and stationary phase samples prepared for this study were made with strain BY4741 (MATa his3∆1 leu2∆0 met15∆0 ura3∆0). Strains with either TAP-tagged Hsp30 or Pgk1 were from the yeast-TAP-tagged ORF library collection [56]. For luciferase measurements during glucose readdition, the E2A-NlucPEST sequence was inserted into a pKT vector containing a hygromycin selection marker [57]. Endogenous genes were tagged with E2A-NlucPEST through the integration of PCR products including 40 nt overhangs homologous to the sequence immediately upstream and downstream of the 3’-end of the target gene. P_TetO7_-LacZ-NlucPEST and P_TetO7_-NlucPEST were assembled into a pRS305 integration vector with homology for the LEU2 locus. Polysome profiling was performed with strain ZY185. Plasmid pST1760 [58] was integrated in strain EY0690. Endogenous Dhh1 was C-terminally tagged by PCR amplification of a 3x mini auxin-inducible degron from plasmid pST1932 [58] with homology for the 3’-end of Dhh1. Yeast transformations were performed using standard growth and transformation techniques utilizing lithium acetate and PEG as previously described [59].

### Yeast growth and glucose starvation for RNA-seq and ribosome profiling

Ribosome profiling experiments were performed with strain BY4741 grown in batch culture at 30°C with shaking at 250 rpm to OD_600_ between 0.4 and 0.6 for all log phase samples. Synthetic complete (SC) media with 2% (w/v) glucose was used to grow cells for all acute starvation experiments. Glucose starvation was performed in SC media prepared without glucose (SC-G). For each starvation sample, a portion of the volume of a culture was filtered for transfer to SC-G media while the other portion remained incubating in glucose replete media in log phase, non-stressed conditions. Cells were collected with a vacuum filtration apparatus onto cellulose filter membranes and scraped with laboratory spatulas. For glucose starvation, the cells were collected, quickly rinsed in 50–100 mL of pre-warmed SC -G media, re-filtered and resuspended in pre-warmed SC -G with continued rotation at 30°C for either 1, 5, 10, 15, 20, or 30 min, as indicated. The remaining log phase cells still in SC media were harvested while starvation samples were incubating in SC-G. For glucose readdition experiments, cultures that underwent starvation were supplemented with a 2% (w/v) final concentration of glucose that was added back to the media with continued shaking at 30°C for the indicated times prior to harvest. For the multi-day growth experiment, yeast was grown in liquid YPD (2% peptone, 1% yeast extract, and 2% dextrose) instead of SC media. These samples were collected at log phase (0 day), postdiauxic shift (1 day) and stationary phase (5 days) conditions as described in Ref. [60]. Following vacuum filtration, all cells were flash frozen in liquid nitrogen and stored at −80°C until library preparation.

## RNA-seq and ribosome profiling library preparation

For the log phase, glucose readdition and glucose starvation samples that underwent pretreatment with cycloheximide, libraries were prepared as described in Ref. [27]. Briefly, prior to harvesting, CHX was added to a final concentration of 100 µg/mL for 1 min with continued shaking at 30°C. Cells were pulverized under cryogenic conditions, extracts were digested with RNase I, and RPFs were isolated from monosome fractions via sucrose gradient sedimentation. Then, 28mer RPFs were selected, polyadenylated and reverse transcribed. RNA-seq libraries from these samples were prepared following or poly(A)+-selected RNA using Oligo(dT) Dynabeads (Invitrogen), as described in 27.

Libraries that did not undergo CHX-pretreatment, including log phase, acute glucose starvation, postdiauxic shift and stationary phase samples, were prepared following methods published by Ref. [61]. Minor modifications to monosome isolation were made and are described below. Briefly, after cells were flash frozen, they were ground with yeast footprint lysis buffer (20 mM Tris-Cl [pH 8.0], 140 mM KCl, 1.5 mM MgCl_2_, 1% Triton X-100) frozen in liquid nitrogen dropwise via cryogenic ball milling in a planetary ball mill with 2 min of boiling in liquid nitrogen between cycles. Lysates were thawed, RNA was quantified, 30 µg total RNA was digested with RNase I (Epicentre), and monosomes were isolated with size exclusion chromatography [62]. RPFs were separated and size-selected via denaturing TBE-Urea PAGE. Next, footprints underwent dephosphorylation with T4 PNK and linker ligation with T4 enzyme Rnl2(tr) K227Q (NEB). Ligation reactions were excised following separation and size selection on a TBE-Urea gel and pooled. Next, pools underwent reverse transcription with Protoscript II (NEB), circularization with CircLigase II [Lucigen], quantification with qPCR and PCR amplification, as described by Ingolia & McGlincy. Libraries were sequenced at the Institute for Genomic Medicine sequencing core at UC San Diego on an Illumina HiSeq 4000.

## Ribosome profiling bioinformatic analysis

For libraries prepared with CHX-pretreatment, read trimming and alignment took place as described in Ref. [27]. For libraries prepared without CHX-pretreatment, read trimming and alignment took place as follows. First, unprocessed fastq files were trimmed with Cutadapt [63] to remove the adapter sequence with the parameter -a AGATCGGAAGAGCAC. Reads less than 17nt or without adapters were discarded. For files that required manual demultiplexing, Cutadapt was used again to demultiplex with a custom fasta containing the barcode sequence corresponding to a given biological sample. Next, Cutadapt output files had their unique molecular identifiers (UMIs) removed from the read line of the fastq and appended to the header line with a custom python script for subsequent deduplication of PCR artifacts. Next, reads were aligned to a reference of *S. cerevisiae* noncoding RNA using bowtie [64] with the following parameters: -k 1 – best -t -S -q. Reads that did not align to ncRNA were retain for alignment to the genome. First, these unaligned reads were filtered to remove low quality reads based on Phred score with fastqx_toolkit (http://hannonlab.cshl.edu/fastx_toolkit/). Those that passed this quality control step were aligned against the *S. cerevisiae* genome. Index files generated via bowtie were from genome assembly R64-1-1 (Saccharomyces Genome Database (SGD)). Next, files were deduplicated to remove PCR duplicates with custom python scripts. Read features were counted using default parameters in htseq-count [65] against gtf feature files obtained from SGD using genome assembly R64-1-1. To calculate polarity scores per gene custom python scripts were run based on methods described in 43. All scripts used to process and analyse data and generate plots are available upon request and sequencing data has been deposited at the NCBI GEO database with accession number GSE200491.

## Polysome profiling

800 mL cultures of strain ZY185 were inoculated in SC media and grown overnight to mid log phase (0.4–0.6 OD_600_). 400 mL of culture was rapidly filtered, washed, and resuspended in SC-G media to begin glucose starvation. The remaining half of the glucose replete culture was rapidly filtered, and the cell paste was scraped into liquid nitrogen for flash freezing. 1.2 mL of polysome gradient lysis buffer (20 mM Tris-Cl (pH 7.5), 140 mM KCl, 2 mM MgCl_2_, 100 µg/mL CHX, 20 U/mL SUPERase•In™ (Invitrogen), 1% Triton X-100) was flash frozen dropwise with the cell paste. After 15 min of glucose starvation, SC-G cultures were filtered down and the cell paste was flash frozen with 1.2 mL of lysis buffer. Cell pastes were stored at −80°C. Cell lysis was performed by cryogenic ball milling for 4 × 3 min cycles and cooled with liquid nitrogen between each cycle. The resulting lysates were gently thawed to room temperature in a water bath and treated with DNase I (12.5 U/mL). Lysates were centrifuged at 4°C for 5 min at 3000xg, and the supernatant was centrifuged once more for 10 min at 20,000xg. Approximate concentrations were estimated by A_260_ measurements on a Nanodrop 2000c (Thermo Fisher).

A 7%–47% sucrose gradient in polysome gradient buffer without Triton X-100 was prepared with a gradient maker. Clarified supernatants were added and centrifuged at 4°C for 3 h at 35,000 RPM in a Beckman SW41Ti rotor. The gradient was fractionated into 1 mL aliquots using a gradient fractionator and UA-6 detector (Isco/Brandel). Polysome traces were monitored through absorbance measurements at 254 nm. 2 ng of *in vitro* transcribed renilla luciferase (rLuc) RNA was added to each aliquot as a spike-in control. Transcription reactions were performed with a mMessage mMachine T7 Transcription Kit according to manufacturer’s instructions and RNA was purified with acid phenol:cholorform extraction (Invitrogen). After adding the rLuc spike-in, 600 µL of guanidine HCl and 600 µL isopropanol were added to 400 µL of each fraction and incubated overnight at −20°C. Fractions were centrifuged at 10,000 g for 25 min to isolate RNA pellets. Samples were washed with 70% EtOH and resuspended in 400 µL of TE buffer. Cleanup was performed by precipitation with 40 µL of NaOAC and 2.5 volumes of 100% EtOH. Samples were centrifuged for 25 min at 10,000xg, pellets were washed with 70% EtOH, dried, and resuspended. Fractions corresponding to free RNA, 80S, disome/trisome, and dense polysomes were pooled and the RNA was then treated with RQ1-DNase (Promega) and reverse transcribed with Protoscript II Reverse Transcriptase (NEB), both according to manufacturer’s instructions. qPCR measurements with SYBR green were performed with the cDNA libraries and primers designed for each respective gene. The 18S rRNA primer set was adopted from Ref. [66]. Ct values for the rLuc spike-in were used to normalize variance in cDNA concentration arising due to sample cleanup and reverse transcription efficiency.

## S35 methionine and autoradiography

15 mL of TAP-tagged strains was grown in SC media lacking histidine (SC -His) to an OD_600_ of 0.4. Two cultures of *HSP30-TAP* and *PGK1-TAP* of equal OD were then mixed to make 30 mL. Cultures were pelleted, resuspended and grown in SC-His and 0.01x methionine for 30 min. To 15 mL of this combined culture, 0.2 mCi of [^35^S] methionine-cysteine (EXPRESS[^35^S] protein labelling mix; Perkin-Elmer) was added and incubated at 30°C for 30 min. To the remaining 15 mL, cells were pelleted and resuspended in SC-G, SC-His, 0.01x Met + 0.2 mCi [^35^S] and incubated at 30°C for 30 min. Labelled cells were pelleted and lysed in 400 µL RIPA buffer (50 mM Tris pH 8, 1% NP-40, 0.1% SDS, 0.5% Sodium Deoxycholate, 150 mM NaCl) with glass beads. Supernatants were isolated before being applied to immunoprecipitation with IgG-coupled beads. Dynabeads M270 Epoxy were coupled with IgG as described previously (https://commonfund.nih.gov/sites/default/files/Conjugation-of-Dynabeads.pdf).

Supernatants were incubated with Dynabeads for 30 min at RT, then washed 3 times with RIPA buffer. The Dynabeads were then resuspended in 25 μl of 1× loading buffer (50 mM Tris, pH 7.0, 2.5% sodium dodecyl sulphate (SDS), 0.02% bromophenol blue, 10% glycerol), and TAP-tagged proteins were eluted from the beads with moderate heat treatment at 65°C for 10 min. Loading buffer was transferred to a new tube, and 2-β-mercaptoethanol was added to a final concentration of 200 mM. Samples were boiled for 5 min, and 20 μl was loaded and resolved on 4–20% polyacrylamide gradient gels followed by autoradiography and quantitation with a PhosphorImager (Molecular Dynamics). Signal intensity was quantified using background subtraction and the ‘rectangles’ option in Quantity One software (Bio-Rad).

## Nanoluciferase reporter assays

Nluc assays were adapted from methods previously described [46]. Briefly, cells were grown in SC media and added to a 96-well plate. Promega Nano-Glo substrate was diluted 1:100 with PBS and added 1:10 to each well immediately prior to measurement. Luminescence was measured every 30 s with a Tecan Infinite 200 PRO plate reader. For glucose starvation, cells were sedimented by centrifugation, washed 2x with SC-G media and resuspended in SC G- media for 30 min of incubation at 30°C with rotating. 2% glucose was added with the substrate to monitor expression upon glucose readdition. For CHX-treated samples, 10 mg/mL CHX in deionized H_2_O was added to achieve a final concentration of 100 µg/mL. For LTM-treated samples, 3.5 mM LTM in DMSO was added to achieve a final concentration of 3.5 µM. To measure elongation rates during the diauxic shift, log phase cultures were inoculated in YPD media at 0.1 OD_600_ and incubated overnight for 24 hours. Assays were performed on the cultures at the indicated timepoints afterwards using the same methods described above.

## Elongation Measurements

Doxycycline was added to a final concentration of 10 mg/mL to induce transcription of the LacZ-Nluc and nLuc reporters in liquid culture. Luciferase expression was monitored as described in the preceding section. Data was linearized using Schleif plots to estimate the minimum reaction time required for complete translation [47]. The reaction time of the Nluc reporter was subtracted from the reaction time of LacZ-Nluc to calculate the time required for translation of the LacZ sequence alone. An RNA transcription speed of 2000 nt/min was used to calculate the estimated time required to transcribe the LacZ sequence [67]. Subtracting the transcription time from the LacZ reaction time provided the elongation rate for LacZ.

## Yeast gene length calculations

Median yeast gene length was calculated from information retrieved from SGD on 21 June 2021 (https://yeastmine.yeastgenome.org/yeastmine/bagDetails.do?scope=all&bagName=Verified_ORFs). The median length was calculated from the list of 5,195 genes categorized as verified ORFs.

## Supplementary Material

Supplemental Material

# Supplementary material for: Differential translation elongation directs protein synthesis in response to acute glucose deprivation in yeast
**Source:** RNA Biol. 2022 May 1;19(1):636–49. doi: 10.1080/15476286.2022.2065784
**Supplement:** Supplemental Material

# Supplemental Material:

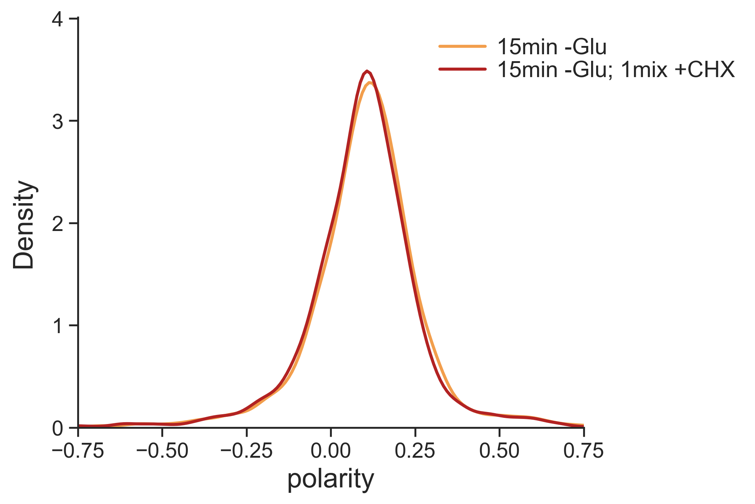

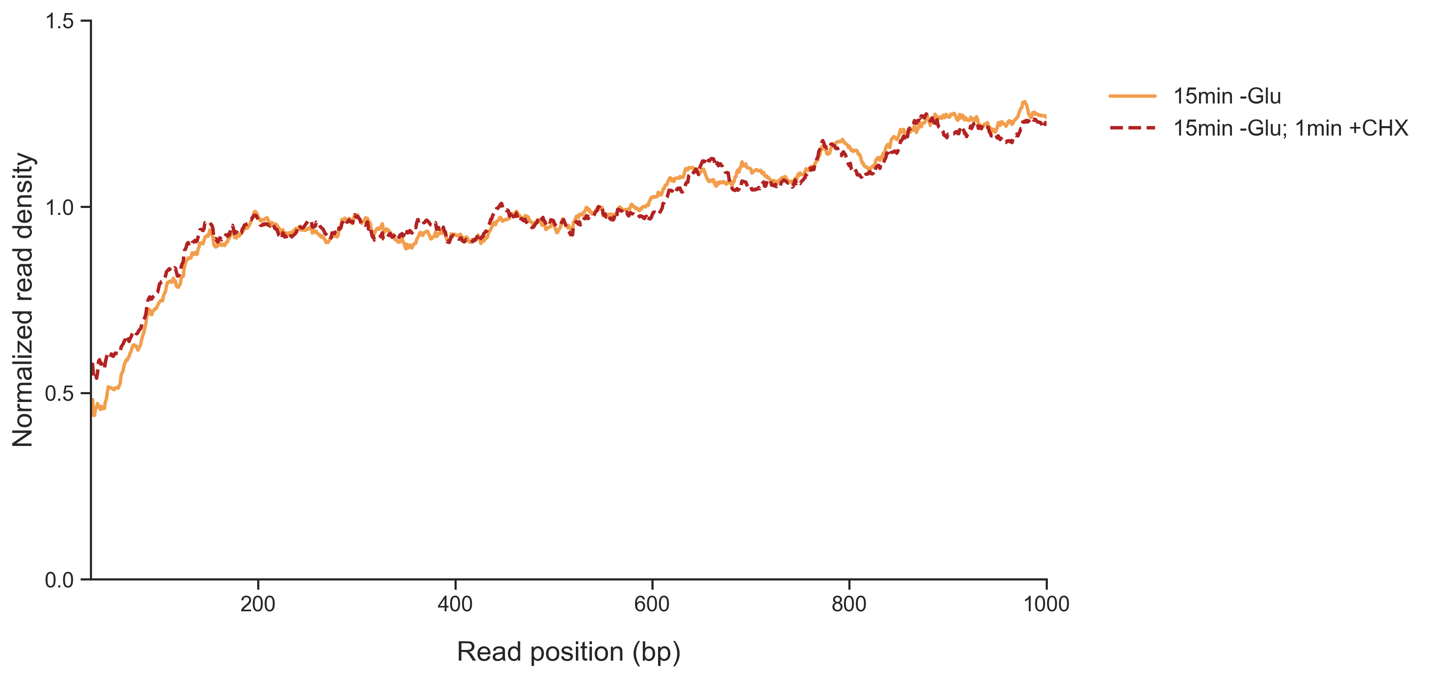

**Figure S1**: *Cycloheximide pretreatment does not alter ribosome distribution or polarity after fifteen minutes of glucose starvation.*

Normalized read density plots generated from the aggregate number of reads per nucleotide position across all genes >1000nt with > 25 reads per gene per library (top). Densities of polarity score distributions from the indicated samples (bottom). Polarity scores were calculated and included in the distributions for all genes that had > 25 reads per library. Libraries were prepared without CHX pretreatment.

**A**

**
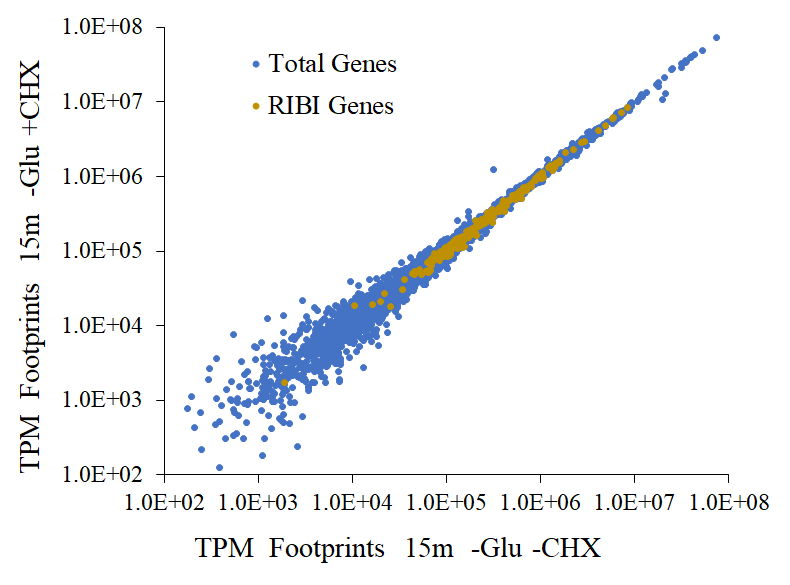
**

**B**

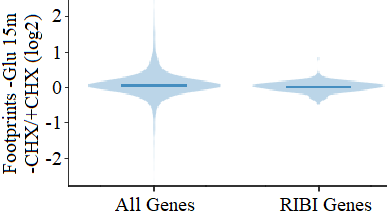

**Figure S2**: *Effect* of c*ycloheximide pretreatment on ribosome reads after fifteen minutes of glucose starvation.*

**A.** Scatterplot of footprints for each gene with > 100 TPM in CHX pretreatment or no CHX pretreatment samples. **B**. Violin plot of normalized footprint ratios for All genes and RIBI genes. No significant difference was seen between these two groups.

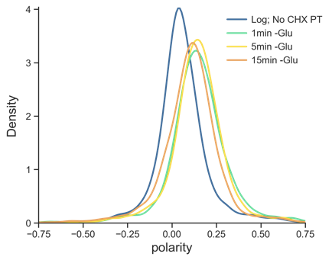

**Figure S3**: *Polarity score analysis over a time course of acute glucose starvation.*

Densities of polarity score distributions from the indicated log phase and glucose starvation time course samples. Polarity scores were calculated and included in the distributions for all genes that had > 25 reads per library. Libraries were prepared without CHX pretreatment.

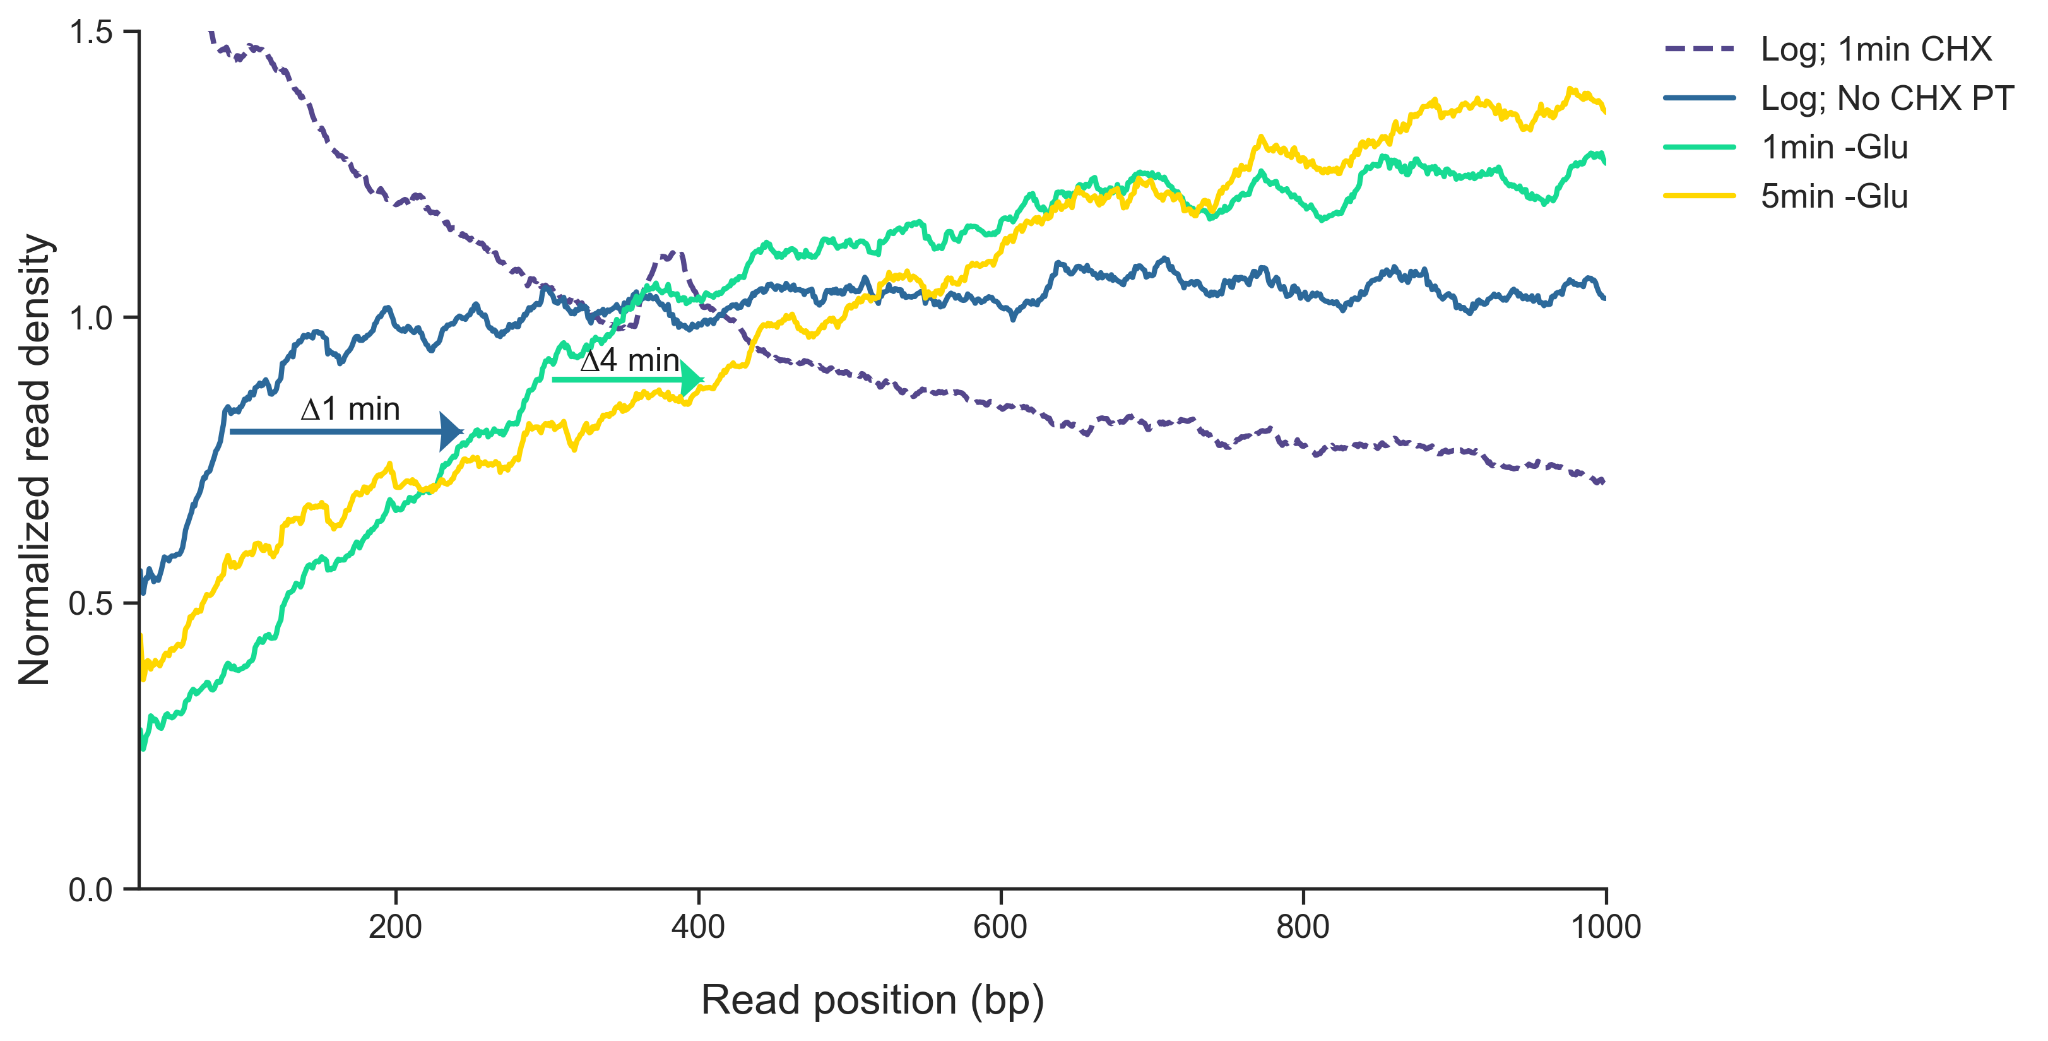

**Figure S4**: *Read density near the start codon is impacted by CHX-pretreatment and its decrease slows progressively over a time course of acute glucose starvation*.

Normalized read density plots generated from the aggregate number of reads per nucleotide position across all genes >1000nt with > 25 reads per gene per library. Arrows indicate the amount of time elapsed between sample collection. For the Log; No CHX PT sample to 1min -Glu sample there is a ∆1min while the 1min -Glu to 5min -Glu samples have ∆4min. Arrows were drawn at the read-density position on the y-axis that is halfway between the minimum and maximum read density score from the Log; No CHX PT and 1min -Glu samples, respectively. Arrows are intended to be visual aids to show how the vacancy of ribosome read density is greater between the Log: No CHX PT to 1min -Glu sample while less time elapsed between collection (1minute versus 4 minutes).

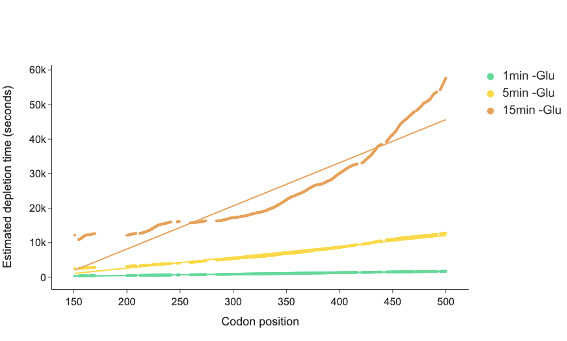

**Figure S5**: *Ribosome depletion time calculations show a progressive slowing of ribosome transit in response to acute glucose starvation.*

Ribosome profiling reads were used to estimate the depletion time required for ribosomes to move along genes as a function of codon position based on the relative movement of read density between samples collected at different time points. Methods to calculate depletion time were adopted from (Sharma et al., 2019). For each time point, the relative ribosome density at each codon position is calculated by comparing ribosome density at glucose starvation to log phase conditions. This value is then used to estimate the time needed for ribosome depletion. The straight lines show the fitted data using a linear model. The coefficients of determination (R^2) of the fitted lines for 1 minutes, 5 minutes, and 15 minutes are 0.996, 0.970, and 0.862, respectively.

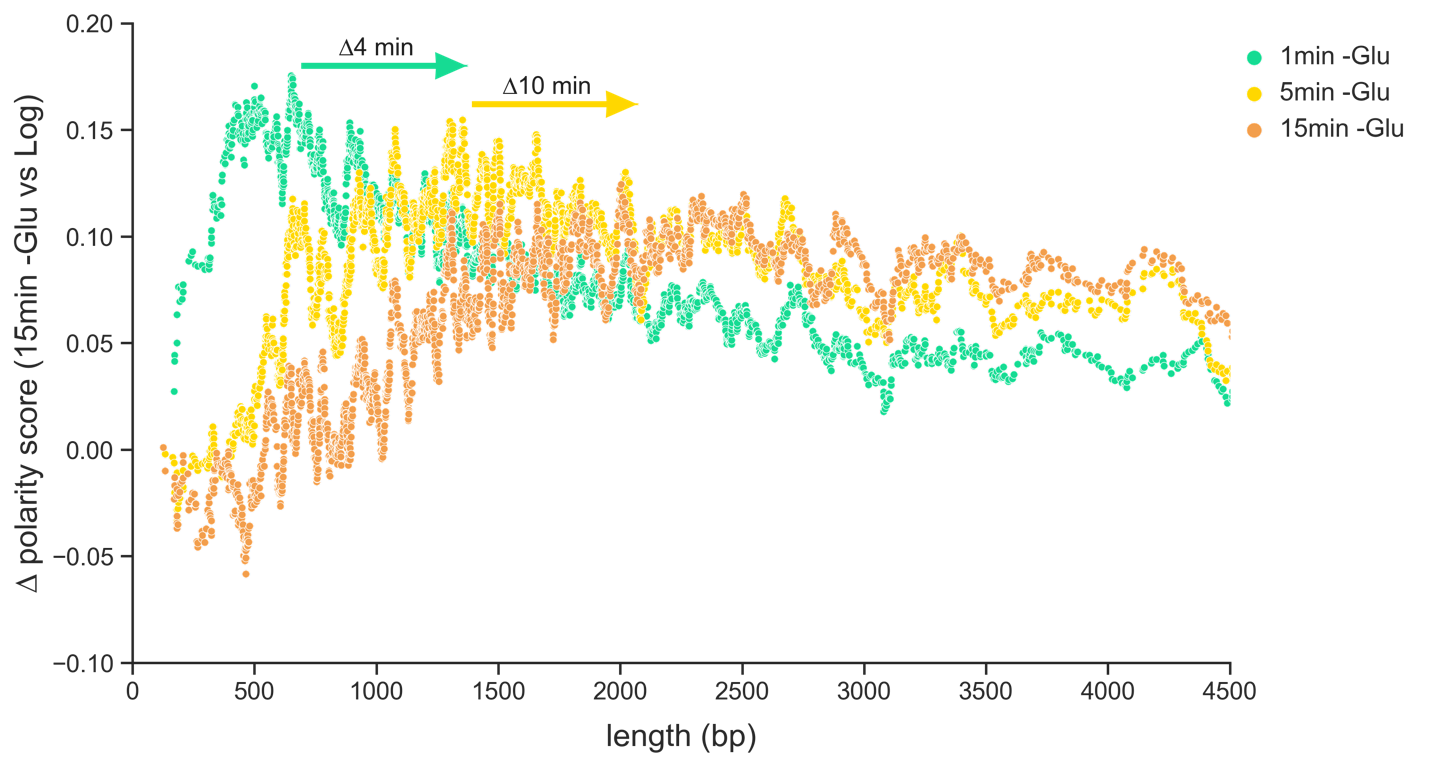

**Figure S6**: *Polarity score changes plotted against gene length after acute glucose starvation show a slowing of ribosome movement over time.*

For the top 2,500 expressed genes as assessed by RPF read TPM in log phase, genes were sorted by length and their change in polarity score (∆ polarity score) was calculated for each indicated time course sample by subtracting the polarity score for the same gene in log phase (without CHX pretreatment). The rolling average with a 30nt window of the ∆ polarity score was plotted against gene length. Arrows were drawn at the position on the y-axis where the change in polarity score is greatest for the indicated sample. As in Figure S2, arrows are intended to be visual aids to indicate how the greatest positive change in score is similar between the Log: No CHX PT to 1min -Glu sample even though less time elapsed between collection (4 minutes versus 10 minutes).

**
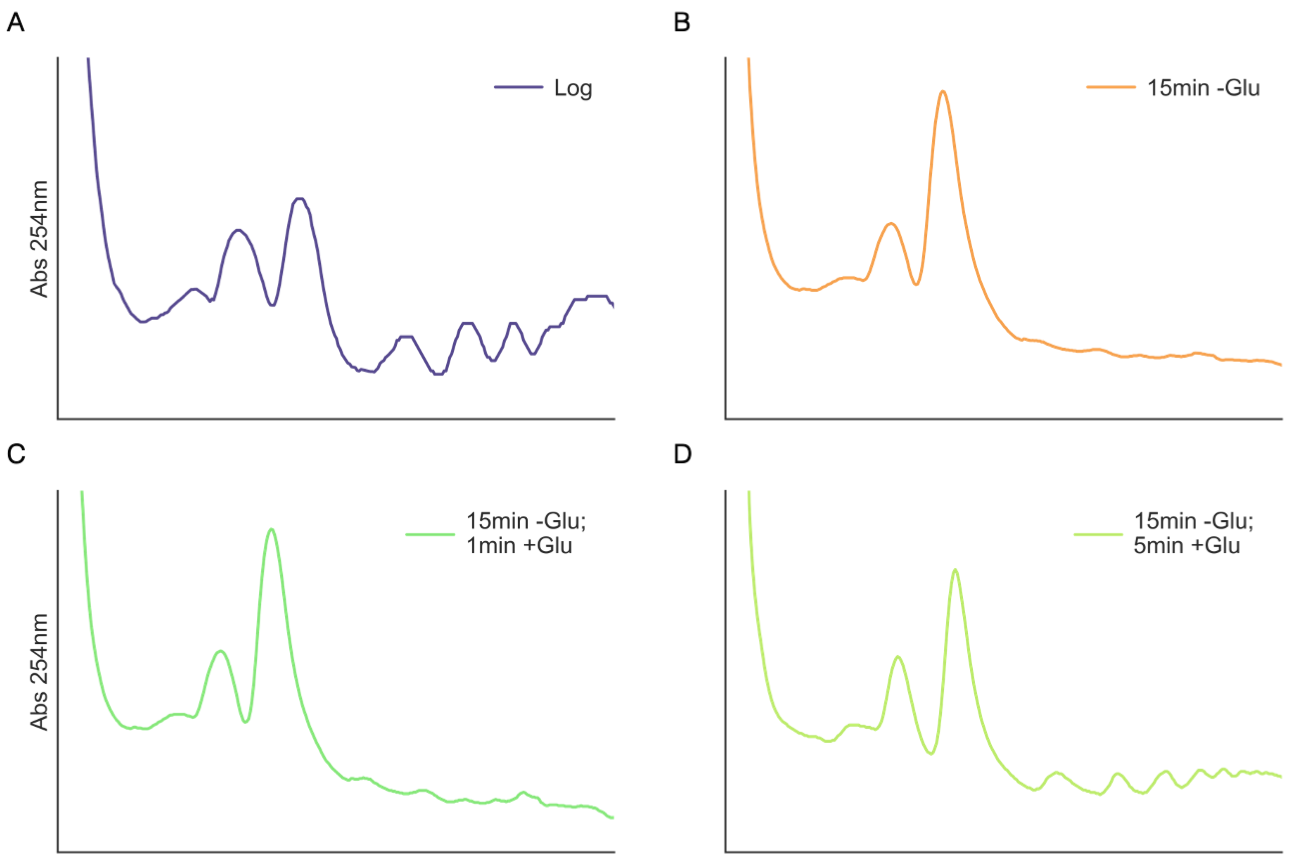
**

**Figure S7**: *Polysome traces from log phase, glucose starved, and glucose readdition samples.*

﻿**A**: Sedimentation profile of cells grown to log phase. **B**: Sedimentation profile of log phase cells that underwent 15 minutes of glucose starvation. **C**: Sedimentation profile of log phase cells that underwent 15 minutes of glucose starvation and then were supplemented with glucose for one minute. **D:** Sedimentation profile of log phase cells that underwent 15 minutes of glucose starvation and then were supplemented with glucose for 5 minutes.

**
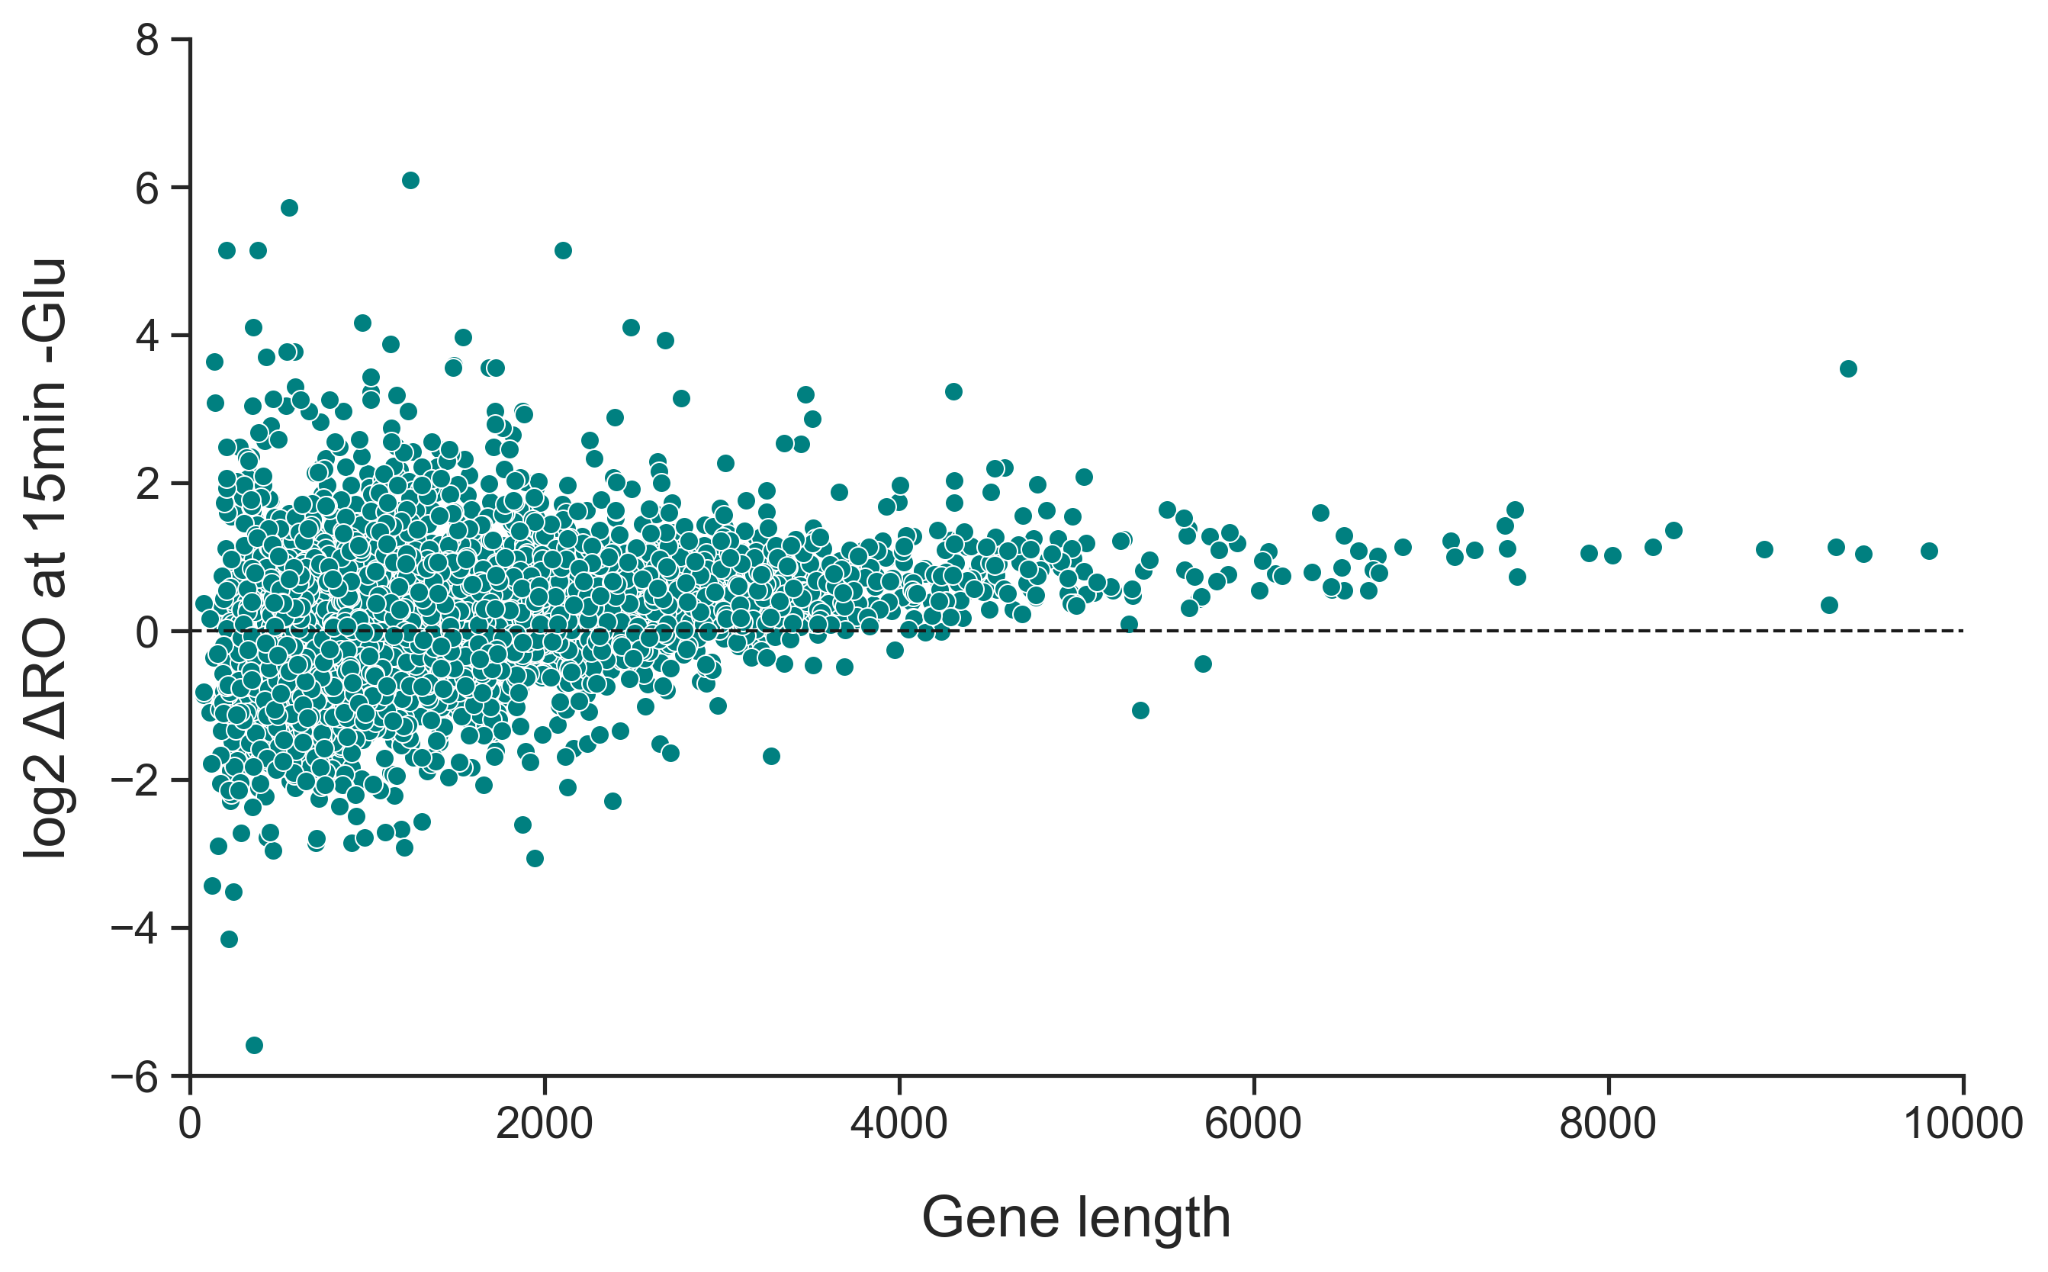
**

**Figure S8**: *Ribosome occupancy change after 15 minutes glucose starvation against gene length shows longer genes have higher relative occupancy during stress.*

RO was calculated per gene as RPF reads divided by mRNA reads for the same gene. Log2 values of the difference in RO score per gene between 15 minutes of glucose starvation and log phase (y-axis) were plotted against gene length in nucleotides (x-axis).

**Table S1: Yeast strains used in this study**

| **Strain** | **Genetic Background** | **Reference source** |
| --- | --- | --- |
| BY4741 | MATa his3Δ1 leu2Δ0 met15Δ0  ura3Δ0 | Euroscarf |
| EY0690 | MATa trp1-1 leu2-3 ura3-1 his3-11 can1-100 | W303 |
| P_TetO7_-Nluc only reporter | BY4741, P_ERV14_-rtTA::URA3, P_TetO7_-NlucPEST-MS2(v4)::HIS3 | This study |
| P_TetO7_-LacZ-Nluc reporter | BY4741, P_ERV14_-rtTA::URA3, P_TetO7_-LacZ-NlucPEST-MS2(v4)::HIS3 | This study |
| Pgk1 TAP tag | S288C: (ATCC 201388: MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0) | Yeast-TAP Tagged ORF library collection (Horizon Discovery) |
| Hsp30 TAP tag | S288C: (ATCC 201388: MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0) | Yeast-TAP Tagged ORF library collection (Horizon Discovery) |
| ZY185 | EY0690, HIS3 OsTIR1, tTA, TetR’-SSN6, Dhh1-3xmini-AID-5xFlag-KanMX | This study |
| Fas1-E2A-NlucPEST | EY0690, Fas1::E2A-NlucPEST::HIS3 | This study |
| Ura2-E2A-NlucPEST | EY0690, Ura2::E2A-NlucPEST::HIS3 | This study |

**Table S2: qPCR primers used in this study**

| **qPCR Gene and Primer Set** | **Forward Primer** | **Reverse Primer** |
| --- | --- | --- |
| 18S rRNA (ZO995/996) | AATCATCAAAGAGTCCGAAGACATTG | CCTTTACTACATGGTATAACTGTGG |
| Acc1 (ZO1014/1015) | TTTCTGCCATTTTCTCTACTCC | TGTTCAGTTCTTTCCTTGACC |
| Act (ZO83/84) | CTGCCGGTATTGACCAAACT | CGGTGATTTCCTTTTGCATT |
| Fas1 (ZO787/788) | CGCTGCATCATTCTCTCAAG | TTGACGATTTCAACCAACCA |
| Hsp30 (OS262/263) | TTGGACTGGTGTTCAAGCTG | CAGGACAAGAACCAGGCAAT |
| Hsp104 (OS803/804) | CGACGCTGCTAACATCTTGA | CACTTGGTTCAGCGACTTCA |
| Pab1 (ZO95/96) | TCTCTGTGTTTGGTGACATCTT | TTGGCAGCACCTTCTTCTT |
| Pgk1 (OS773/774) | GGACAAGCGTGTCTTCATCA | CGTTTCTTTCACCGTTTGGT |
| RPS8A (ZO952/953) | TCAACCAGCCAACACCAAG | CAGAAGCCCAAGAAAAGTTACC |
| Ura2 (ZO1018/1019) | ATTCCCCGCTTACACGAAC | AACACCAGAACCCAAGACC |

How the deposited data were processed for this re-analysis (not part of the article)

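Ribosome-protected fragments (RPFs) of BY4741 yeast were examined in 19 libraries: 4 with CHX pretreatment from log phase and 15 min of glucose starvation, 12 of a starvation time course and 3 of multi-day growth in YPD. The authors deposited 1 sheet per library with raw RPF reads per gene, gene length and a polarity score per gene. For the time course and multi-day libraries the authors trimmed reads with Cutadapt, dropped reads under 17 nt or without adapter, removed noncoding RNA and aligned to R64-1-1 with bowtie, removed PCR duplicates by molecular identifier, and counted with htseq-count on gene features. For the pretreated libraries the authors polyadenylated the fragments, kept 28mers and counted on R64 with HTSeq. The versions of these tools are not given in the sources used here. The authors computed polarity scores with their own Python code, from -1 to 1, and the deposited scores and counts carry no normalization between libraries. The deposited lengths are gene spans with introns, so coding lengths were taken from the RefSeq annotation of R64. Genes with 0 reads are not listed in a sheet and were set to 0. Of 5767 genes listed in at least 1 sheet, 5762 matched the annotation by locus tag.

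Counts were compared with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood F test) and, as an alternative, DESeq2 1.42.0 (Wald test), in R 4.3.3. Polarity scores were compared with limma 3.58.1 (eBayes with a trend on the mean log2 count), over genes with more than 25 reads in every library of the fit. A gene was called at an adjusted p (Benjamini-Hochberg) under 0.05. Medians and shares were compared by exact permutation of library labels, where 2 libraries against 2 give no p under 0.333. TPM were computed from raw counts and coding length. Gene lists were tested with camera (correlation 0.01, and again with an estimated correlation) and fry, and the p was also adjusted over the members of the list alone. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Multi-day lists were compared with 10000 random lists matched on mean reads, with a pseudocount of 1 CPM.

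The 21 lists hold the genes the paper names, ribosomal proteins, ribosome biogenesis, initiation and elongation factors, glycolysis, gluconeogenesis, respiration, hexose transporters, stress and heat shock genes, amino acid and fatty acid synthesis, the proteasome, genes longer than 4000 and 6000 nt, mating type a and alpha genes, sporulation genes, mitochondrially encoded genes and the genes deleted in BY4741. The genes named in the text follow a rule. It covers each gene the paper names, the 8 largest rises and falls among called genes with at least 20 CPM in the higher group, and the 5 largest in each direction for polarity with at least 100 reads in every library. It also covers up to 4 list members with the smallest adjusted p, and 5 genes in each direction by log2 ratio, with at least 200 reads, where there is 1 library per condition. Other genes are named as examples from the lists, and 1 gene that the rule covers is not reported here. The lists, the rule, the comparisons and the alternatives not marked as added were set before the data were examined.

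Whether replicate numbers pair the libraries was checked from the correlation between groups of the differences between replicates 2 and 1. It was 0.51 to 0.65 over 1353 genes in the time course and 0.47 over 2147 genes in the pretreated experiment. The calls with and without a replicate block had been seen when this was checked. The sample key gives the 15 min replicates of the time course the opposite pools to their numbers, so blocks by number and by pool were both run. Between 15 min and log phase, 1 or 5 min the correlation by number was 0.51, 0.54 and 0.63. Pairing by pool would reverse its sign, so these values argue against the pool block. Depth also goes with the numbers, and what the replicates share was not tested.

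Each kind of fit was tested on simulated data, with 10 simulations. Each fit was simulated from its own estimate of spread and without a difference between replicates. The rates therefore do not show whether a fit with or without the block suits the data better. Each simulation changed the same number of genes, as many up as down, out of 3979 for pretreated polarity and 488 for time course polarity. Polarity rates of these experiments can therefore not be compared. For pretreated counts 85.5% of 4-fold and 13.0% of 2-fold changes were found, with 6.62% of calls false. For pretreated polarity 88.6% of shifts of 0.4 and 18.5% of shifts of 0.2 were found, with 8.30% false. For time course counts at 15 min these were 76.7% and 11.8% with 27.7% false, and with the replicate block 93.6% and 61.7% with 7.16% false. For time course polarity 99.5% of shifts of 0.4 and 88.2% of shifts of 0.2 were found, with 3.05% false, and with the block 100% and 96.4% with 3.30% false. For the difference of the 15 min effects between experiments, the count test found 33.9% of 4-fold and 1.62% of 2-fold differences, with 20.5% false, and the polarity test 92.2% of shifts of 0.4 and 35.2% of shifts of 0.2, with 3.41% false. False calls thus went past the threshold for pretreated counts and polarity, for time course counts with and without the block and for the count test of the difference between experiments, and stayed under it for the other polarity tests.

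The mRNA libraries, the glucose readdition libraries, positions of reads within genes and the published libraries of other stresses were not analysed here. No ribosome occupancy was computed, since it needs mRNA reads.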

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

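Of the tests in this part, those of reads from another strain and of too few reads in the pretreated libraries were chosen only after the result was seen.

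For 33 genes the change in RPF counts at 15 min was larger in the pretreated experiment than in the time course by a test of the difference itself (edgeR's quasi-likelihood test, 555 genes at an unadjusted p under 0.05), and 0 were smaller. DESeq2 gave 44 larger and 2 smaller. Neither fit took the replicate numbers into account, and no fit of this difference with a replicate block was run. ISF1, EGO4, YNL194C, SPG4 and RGI1 had the largest differences, with log2 differences of 7.21, 6.51, 6.12, 6.02 and 5.77, and HSP104 had one of 2.82 (adjusted p = 0.0459 from edgeR). HSP30 did not pass (3.96, adjusted p = 0.120 from edgeR). Of 26 general stress response genes 2 were larger and 0 smaller (16 larger when adjusted over the list alone; camera's adjusted p = 3.1e-16, and adjusted p = 0.238 with an estimated correlation). Of 24 genes of heat shock proteins and chaperones 4 were larger and 0 smaller (11 larger when adjusted over the list alone; camera's adjusted p = 3.0e-14, and adjusted p = 0.249 with an estimated correlation). Without log phase replicate 1 of the time course 0 genes were larger and 0 smaller, without its 15 min replicate 1, 3 and 1, and without its log phase replicate 2, 19 and 0. Without pretreated log phase replicate 2 there were 64 and 2, and without pretreated starvation replicate 1, 59 and 7. In simulated data 20.5% of such calls were false.

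Over these genes the median difference was 3.16 (quartiles 2.44 and 4.11). CHX pretreatment raising footprints on them is argued against, since pretreated and untreated 15 min libraries of the time course differed by a median of 0.147. Low depth of replicate 2 cannot be judged here. With replicate 1 of the time course alone the median difference was 3.20, but the genes were called in a fit that includes this replicate. A difference between the experiments other than pretreatment, in culture or library method, stays open. Pretreated 15 min libraries of both experiments differed by a median of 2.77. The genes were called in a fit that includes the starved libraries of the pretreated experiment, which favors a high value, so it cannot decide this. Culture and library method are confounded in this design, and no biological explanation was tested.

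Reads were listed on genes deleted in BY4741, which the paper does not discuss. In the 5 deep time course libraries the median was 5.48 CPM for LEU2, 8.61 for MET17 and 1.70 for URA3, with ranges of 3.37 to 8.80, 6.72 to 9.93 and 1.39 to 2.03. In the pretreated libraries they held at most 1.50, 0.537 and 3.22 CPM. HIS3, which is deleted only in part, held 38.1 to 86.3 and 31.7 to 128.0 CPM.

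Too few reads in the pretreated libraries to show MET17 is argued against, since at the lowest rate of the deep libraries at least 12.5 reads were predicted and 0 or 1 was seen. Background matches on silent genes stay open. In the deep 5 min library STE3, silent in this mating type, reached 1.26 times the level of MET17 per kilobase. In the other deep libraries it was below MET17, as in log phase (4.02 against 7.44 CPM per kilobase). In the pretreated log phase libraries STE3 held 8 and 13 reads, MET17 1 and 1, and URA3 0 and 1. In the pretreated starved libraries STE3 held 2 and 10, MET17 0 and 1, and URA3 6 and 6. MET17 and URA3 did not behave alike, so these reads do not decide the question. The test on silent genes was first run with sporulation genes pooled in by mistake, where IME2 gave 26.3, and the verdict was the same. Reads from another strain that carries these genes stay open too, since the 3 genes kept one ratio over the deep libraries (chi-square test, p = 0.323). No biological explanation was tested.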

How the results depend on the processing

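The alternatives chosen only after the result was seen are the block by pool, the replicate block with array weights, the block without the 10, 20 and 30 min libraries, and the leave-one-out fits of the 10, 20 and 30 min libraries. Of alternative values for comparisons, 400 stayed and 130 moved; of those for named genes, 722 kept their side of the threshold, 102 no longer passed, 9 newly passed and 0 reversed. Many of the 400 are counts of 0 that stayed 0, so this tally does not measure how firm the results are. Except where stated, the cause was not tested.

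With a replicate block, pretreated counts gave 840 higher and 752 lower (393 and 251 without), and pretreated polarity 48 lower (19). It changed no call of a gene list in the pretreated experiment. Time course counts with the block gave 6 and 154 at 1 min (0 and 0), 25 and 209 at 5 min (0 and 0), and 87 and 204 at 15 min (2 and 6). Polarity with the block gave 179 higher at 1 min (37), 106 higher and 4 lower at 15 min (0 and 0), and 1 lower from 1 to 5 min (0). The block with array weights gave 157 higher at 1 min, 77 higher and 4 lower at 15 min, 3 lower from 1 to 5 min and 5 lower from 5 to 15 min. The block by pool gave 0 and 0 for counts at each of 1, 5 and 15 min, and for polarity 34 higher and 0 lower at 1 min and 0 and 0 at 15 min and in both steps after 1 min. The block without the 10, 20 and 30 min libraries gave 8 higher and 8 lower with pretreatment at 15 min (0 and 0).

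DESeq2 gave 25 lower at 1 min, 68 at 5 min, 0 higher and 47 lower at 15 min, and 2 lower for the difference between experiments (0). RLE size factors gave 4, 26 and 11 lower at 1, 5 and 15 min. No filter gave 3 lower at 1 min, 9 lower at 5 min and 56 higher for the difference between experiments (33). A mean of at least 25 reads gave 25 lower at 5 min and 10 at 15 min. Fits of only the 2 groups compared gave 9 lower at 1 min, 3 at 5 min, and 0 higher and 0 lower at 15 min.

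With over 100 reads the pretreated median polarity difference was 0.222 (0.199), with over 10 reads 0.188, among genes over 1000 nt 0.224, and as a mean 0.172. With over 100 reads, polarity gave 6 lower in the pretreated experiment, 24 higher at 1 min, 11 higher at 15 min and 113 lower in log phase with pretreatment (349). With over 10 reads it gave 10 higher at 1 min and 543 lower in log phase with pretreatment. Among genes over 1000 nt it gave 0 higher at 1 min and 209 lower in log phase with pretreatment, and a 5 minus 1 min median of 0.0175 (6.9e-05). These alternatives test other sets of genes. Without a trend in the variance 14 were higher at 1 min and 2 at 15 min. The 15 minus log median was 0.0641 as a mean (0.0793), and the stationary difference -0.0134 with over 100 reads (-0.0295).

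Over all genes with over 25 reads in every library, rho of polarity change with length was -0.419 at 1 min (-0.209) and 0.252 from 5 to 15 min (0.119). For RPF change with length it was 0.337 with pretreated replicate 1 alone (0.392) and 0.154 with untreated replicate 2 alone (0.325). The PGK1 to HSP30 ratio was 29.9 from CPM (24.0). With an estimated correlation 0 lists were called for pretreated counts (12) and 0 for pretreated polarity (8), and fry called 0 for counts.

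In leave-one-out fits, a lone library is assumed to vary like the other groups. Pretreated counts ranged from 145 to 428 higher and 21 to 330 lower, and pretreated polarity from 0 to 2297 higher and 0 to 145 lower. Its median ranged from 0.190 to 0.201. Time course counts ranged from 0 to 5 lower at 1 min, 0 to 34 lower at 5 min, and 0 to 3 higher and 0 to 9 lower at 15 min. Time course polarity ranged from 0 to 32 higher at 1 min and 0 to 1 at 15 min, and the 5 minus 1 min median from -0.0139 to 0.0145. Log phase with pretreatment ranged from 3 to 30 higher and 222 to 2489 lower, and the difference between experiments from 0 to 64 higher and 0 to 7 lower. Against log phase, the lone 20 min library ranged from 0 to 1 higher and 0 to 1 lower in counts (0 and 0), and the lone 30 min library from 0 to 4 higher and 0 to 18 lower in counts (1 and 0) and from 0 to 3 higher in polarity (20). Replicate 2 of the time course, at 94585 to 135958 reads, limits the genes tested for polarity.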

Differences from the paper's values

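For the footprint counts at 15 min with and without pretreatment, the paper states an R2 above 0.99, and the R2 of TPM against the mean of both untreated libraries was 0.591. Of the alternatives set before the data were examined, untreated replicate 1 alone gave 0.990, which does not differ from the paper's value. The log10 scale gave 0.960, genes with over 25 reads gave 0.572 and untreated replicate 2 alone gave 0.230, which all differ. On a log10 scale replicate 1 alone gave 0.993 and replicate 2 alone 0.905. The paper names neither the scale nor the untreated library in its text. Its Figure S2 plots genes with over 100 TPM in pretreated or untreated samples, while both were required here, so the sets of genes may differ.

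Fig. 2B plots densities of polarity scores, and the paper's text gives no median. For pretreated 15 min starvation a value of about 0.11 was read from it by eye, with an allowance of 0.02. The median over genes with more than 25 reads in a library was 0.0482. Each alternative set before the data were examined also differs from the value read by eye: 0.0897 with over 100 reads, 0.0371 with over 10 reads and 0.0677 among genes longer than 1000 nt. A value read from a density may lie nearer its peak than its median, so these may be unlike measures.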

Other observations

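The explanations of the fall of ribosomal protein genes were set before their results were seen, while the replicate-specific genes in the last paragraph were chosen after their values were seen.

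Some of the genes that build and run ribosomes lost footprints relative to other genes in the pretreated cells. Of 125 ribosome biogenesis genes 17 were lower and 0 higher by edgeR (24 lower when adjusted over the list alone), NIP7 and DIM1 among them, with a median log2 change of -0.52 (camera's adjusted p = 3.3e-09, and adjusted p = 0.488 with an estimated correlation). Of 26 initiation factor genes 4 were lower and 0 higher (8 lower when adjusted over the list alone), GCD7, TIF1, SUI1 and CDC33 (camera's adjusted p = 0.00235, and adjusted p = 0.561 with an estimated correlation). Of 18 elongation and termination factor genes 0 passed in either direction (0 when adjusted over the list alone; camera's adjusted p = 0.169, and adjusted p = 0.580 with an estimated correlation). Of 179 genes over 4000 nt, 51 were higher and 0 lower (111 higher when adjusted over the list alone), with a median of 0.86 (camera's adjusted p = 4.4e-19, and adjusted p = 0.488 with an estimated correlation). Of 37 genes over 6000 nt, 17 were higher and 0 lower (34 higher when adjusted over the list alone; camera's adjusted p = 4.7e-11, and adjusted p = 0.488 with an estimated correlation). Across genes, rho of log2 change with coding length was 0.392, and 0.357 without ribosomal protein genes. With the replicate block 47 of the biogenesis genes were lower and 1 higher (58 and 2 when adjusted over the list alone; camera's adjusted p = 5.2e-09, and adjusted p = 0.479 with an estimated correlation). It also gave 11 of the initiation factor genes lower and 0 higher (12 and 1 when adjusted over the list alone; camera's adjusted p = 0.00256, and adjusted p = 0.479 with an estimated correlation), and 3 of the elongation and termination factor genes lower and 0 higher (3 lower when adjusted over the list alone; camera's adjusted p = 0.127, and adjusted p = 0.479 with an estimated correlation). Of genes over 4000 nt the block gave 130 higher and 0 lower (149 when adjusted over the list alone; camera's adjusted p = 6.8e-19, and adjusted p = 0.479 with an estimated correlation), and of those over 6000 nt 32 and 0 (35 when adjusted over the list alone; camera's adjusted p = 4.8e-11, and adjusted p = 0.479 with an estimated correlation).

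Of 21 genes of glycolysis and fermentation 4 were higher and 0 lower (6 higher when adjusted over the list alone), with HXK1 at 3.21 (camera's adjusted p = 0.00152, and adjusted p = 0.488 with an estimated correlation). Of 46 respiration genes 7 were higher and 0 lower (7 when adjusted over the list alone; camera's adjusted p = 0.00809, and adjusted p = 0.588 with an estimated correlation). Of 7 mating type a genes MFA2 was lower and 0 were higher (3 lower when adjusted over the list alone; camera's adjusted p = 0.0147, and adjusted p = 0.561 with an estimated correlation). Lists not called were amino acid biosynthesis (1 of 39 higher and 0 lower, 0 over the list alone; camera's adjusted p = 0.182, and adjusted p = 0.802 with an estimated correlation) and fatty acid and sterol synthesis (3 of 29 lower and 0 higher, 4 lower over the list alone; camera's adjusted p = 0.182, and adjusted p = 0.690 with an estimated correlation). Nor were the proteasome (1 of 32 higher and 0 lower, 1 over the list alone; camera's adjusted p = 0.417, and adjusted p = 0.802 with an estimated correlation) and 4 sporulation genes (0 either way; camera's adjusted p = 0.417, and adjusted p = 0.690 with an estimated correlation). With the replicate block 8 genes of glycolysis and fermentation were higher and 0 lower (8 over the list alone; camera's adjusted p = 0.00106, and adjusted p = 0.593 with an estimated correlation), 17 respiration genes higher and 1 lower (18 and 3; 0.00592 and 0.643) and 3 mating type a genes lower and 0 higher (4 lower; 0.0152 and 0.479). The block gave 3 higher and 4 lower for amino acid biosynthesis (1 and 1; 0.178 and 0.479), 4 and 5 for fatty acid and sterol synthesis (4 and 5; 0.182 and 0.711) and 3 and 2 for the proteasome (2 and 2; 0.384 and 0.817), in the same order of values. In the difference between experiments, 3 mitochondrially encoded genes had a median of 1.90 with 0 called (camera's adjusted p = 0.332, and adjusted p = 0.702 with an estimated correlation) and 3 of the genes deleted in BY4741 one of 0.23 with 0 called (camera's adjusted p = 0.678, and adjusted p = 0.745 with an estimated correlation).

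The fall of ribosomal protein genes was set against 2 technical explanations. Their short coding length is argued against as the whole cause in the pretreated experiment and at 5 and 15 min of the time course. The central 95% of lists of other genes matched on length and expression had medians from -0.0210 upwards in the pretreated experiment. At 1, 5 and 15 min of the time course the lower bounds were -0.179, -0.183 and -0.0849. Ribosomal protein genes had -1.37, -0.47, -0.74 and -0.56. Other genes under 500 nt had medians of -0.342, -0.489, -0.484 and -0.222 in the same order, so at 1 min length stays open. The matched lists draw on 222 and 113 distinct genes, so genes recur and the bounds are not a spread over independent genes. Reads split between near-identical copies are argued against as well, since the 19 single-copy genes had medians of -1.25, -0.33, -0.60 and -0.57. These values are consistent with a fall of ribosomal protein genes as a group, which stays a hypothesis, and its biological cause was not tested.

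Genes differed between the replicates of the time course. Over all 5255 genes 121 were higher and 242 lower in replicate 2 by edgeR. IME2 (YJL106W, chromosome X, 221390 to 223327), a kinase gene of meiosis, was lower in replicate 2 by 3.33 on the log2 scale (adjusted p = 6.8e-29 from edgeR). It held 723, 1237, 1031, 1656 and 2001 reads in the 5 deep libraries and 0, 0, 1 and 1 in the pretreated libraries. YKR041W was higher in replicate 2 than in replicate 1 by 6.80 on the log2 scale. The cause was not tested.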
